# Targeting senescence induced by age or chemotherapy with a polyphenol-rich natural extract improves longevity and healthspan in mice

**DOI:** 10.1038/s43587-024-00663-7

**Published:** 2024-07-01

**Authors:** Sara Zumerle, Miles Sarill, Miriam Saponaro, Manuel Colucci, Liliana Contu, Edoardo Lazzarini, Roberta Sartori, Camilla Pezzini, Anna Rinaldi, Anna Scanu, Jacopo Sgrignani, Patrizia Locatelli, Marianna Sabbadin, Aurora Valdata, Daniela Brina, Isabella Giacomini, Beatrice Rizzo, Alessandra Pierantoni, Saman Sharifi, Silvia Bressan, Claudia Altomare, Yulia Goshovska, Chiara Giraudo, Roberto Luisetto, Luca Iaccarino, Cristina Torcasio, Simone Mosole, Emiliano Pasquini, Andrea Rinaldi, Laura Pellegrini, Gregorio Peron, Matteo Fassan, Stefano Masiero, Andrea Maria Giori, Stefano Dall’Acqua, Johan Auwerx, Pietro Cippà, Andrea Cavalli, Marco Bolis, Marco Sandri, Lucio Barile, Monica Montopoli, Andrea Alimonti

**Keywords:** Senescence, Ageing, Mechanisms of disease

## Abstract

Accumulating senescent cells within tissues contribute to the progression of aging and age-related diseases. Botanical extracts, rich in phytoconstituents, present a useful resource for discovering therapies that could target senescence and thus improve healthspan. Here, we show that daily oral administration of a standardized extract of *Salvia haenkei* (Haenkenium (HK)) extended lifespan and healthspan of naturally aged mice. HK treatment inhibited age-induced inflammation, fibrosis and senescence markers across several tissues, as well as increased muscle strength and fur thickness compared with age-matched controls. We also found that HK treatment reduced acutely induced senescence by the chemotherapeutic agent doxorubicin, using p16^LUC^ reporter mice. We profiled the constituent components of HK by mass spectrometry, and identified luteolin—the most concentrated flavonoid in HK—as a senomorphic compound. Mechanistically, by performing surface plasmon resonance and in situ proximity ligation assay, we found that luteolin disrupted the p16–CDK6 interaction. This work demonstrates that administration of HK promotes longevity in mice, possibly by modulating cellular senescence and by disrupting the p16–CDK6 interaction.

## Abstract (web summary)

Botanical extracts offer a valuable resource for identifying therapies. Zumerle, Sarill et al. show that a standardized extract of *Salvia haenkei* extends lifespan and healthspan in naturally aged mice by modulating inflammation and cellular senescence, and identify the constituent component luteolin as a senomorphic that disrupts the p16–CDK6 interaction.

## Main

In high-income countries, increased life expectancy and reduced birthrate have led to an aging population^1^. Aging is associated with a rise in age-related disorders such as cancer, cardiovascular, metabolic, kidney and neurodegenerative diseases, which represent the leading causes of death worldwide^2–4^. This results in a reduced quality of life for older adults, and increased healthcare spending, thus representing both a societal and economic burden^5^. Therefore, current research in the field of aging focuses on improving healthspan (that is, the number of years a person is in good health) rather than lifespan^2^. It is now widely accepted that treating aging as a whole, rather than single pathologies, may represent a more impactful strategy to tackle age-related disorders and increase the healthspan of older adults^6^. The accumulation of senescent cells within the body is a main contributor to organismal aging^7,8^. Cellular senescence, defined as a stable arrest of cell division, can be triggered by exogenous cellular insults such as DNA-damaging agents, ultraviolet (UV) irradiation or endogenous cellular stressors such as age-associated telomere attrition or the expression of oncogenes. Senescence is characterized by an upregulation of cell cycle inhibitors such as p16^INK4a^ (p16), which disrupt the G_1_ to S phase transition of the cell cycle^9^. p16 inhibits the kinase activity of CDK4 and CDK6, preventing the hyperphosphorylation of Rb and the release of E2F^9^. Although senescent cells are incapable of cell cycle progression, their accumulation within tissues contributes to age-related degeneration through the secretion of several inflammatory factors known together as the senescence-associated secretory phenotype (SASP)^10^. Disruption of the tissue microenvironment by SASP release can accelerate aging by driving senescent cell accumulation in a paracrine and systemic manner^4^.

It has been demonstrated that the selective removal of senescent cells can increase lifespan and restore the healthspan of aged animals^11–15^. Botanical extracts have long been used to treat age-related diseases in indigenous, traditional or folk medicines^16^. An expanding body of research has identified phytochemical constituents (for example, polyphenols, flavonoids, terpenoids) with putative anti-aging properties^17,18^. Plant-derived nutrients have been described to prolong healthspan through mechanisms such as the Nrf2-mediated induction of antioxidant defense, mitophagy activation, sirtuin induction or mTOR and protein translation inhibition, among others^19–23^.

Using high-throughput screening of 3,065 botanical, marine and synthetic compounds, we previously identified an extract of the Bolivian prawn sage (*Salvia haenkei* (SH)) that delays senescence in vitro^24^. SH significantly reduced the number of positive senescence-associated-β-galactosidase (SA-β-Gal) cells using different in vitro murine and human models^24^. Whereas senolytic compounds selectively kill senescent cells to promote an improved organismal healthspan, SH displayed senomorphic properties. Senomorphic compounds (also referred to as senostatics) modulate the function and morphology of senescent cells, restoring functionality to levels similar to those of young cells or delaying the accumulation of senescent cells in tissues^25^. SH has also been shown to promote wound healing, prevent formation of reactive oxygen species (ROS) and delay common aging phenotypes in HaCaT cells by upregulating several factors, such as occludin, filaggrin, and SIRT1 (ref. ^26^).

In the present study, we test the in vivo anti-aging potential of a standardized extract of SH*,* referred to as Haenkenium (HK). We report that treating naturally aged mice with a daily low dose of HK in drinking water decreased the accumulation of senescent cells and alleviated several aging-related parameters, including lifespan, physical fitness, fibrosis, bone mineralization and inflammation. HK treatment also decreased senescence in mice with therapy-induced senescence (TIS). We characterized the chemical composition of HK and identified the dietary flavonoid luteolin and luteolin-7-O-glucuronide as putative active compounds in the HK phytocomplex. Luteolin has previously been identified in the literature to promote antioxidant and anti-inflammatory effects in different models^21,27^. In the present study, we thus propose a mechanism by which the flavonoid luteolin enables senescence inhibition through disruption of the p16–CDK6 interaction, which may have applicability for the development of future therapeutics.

## Results

### HK expands healthspan and lifespan in mice

To assess the effects of SH on longevity in vivo, we utilized a standardized plant extract referred to as HK^28^, which was administered in drinking water to aged mice starting at 20 months of age until the end of life (0.5 mg kg^−1^ body weight) (Fig. 1a). HK-treated animals had a median lifespan of 32.25 months, compared with 28 months in the untreated group (Fig. 1b,c). In both female and male mice, we observed a significant lifespan extension, thereby suggesting that the effect of HK treatment was sex-independent (Extended Data Fig. 1a–c). Mice were housed in three different animal facilities, thereby minimizing bias while increasing the reproducibility and generalizability of our findings (Fig. 1a, Extended Data Fig. 1d and Supplementary Table 1). In these experiments, both control and HK mice had ad libitum access to the same chow. Thus, the improved survival of HK mice was not a consequence of the low survival of control animals, differences in diet or housing conditions. HK administration was safe, and treatment did not result in alterations of hematopoietic parameters or organ toxicity, as assessed by histopathological evaluation of the skin, liver, kidney and lung of animals treated (Extended Data Fig. 1e,f). Moreover, HK treatment, compared with control, did not induce changes in glucose concentration after either insulin or glucose injection, changes in daily average water intake, or alterations in lean and fat mass in male and female mice (Extended Data Fig. 1g–j).

**Fig. 1:**
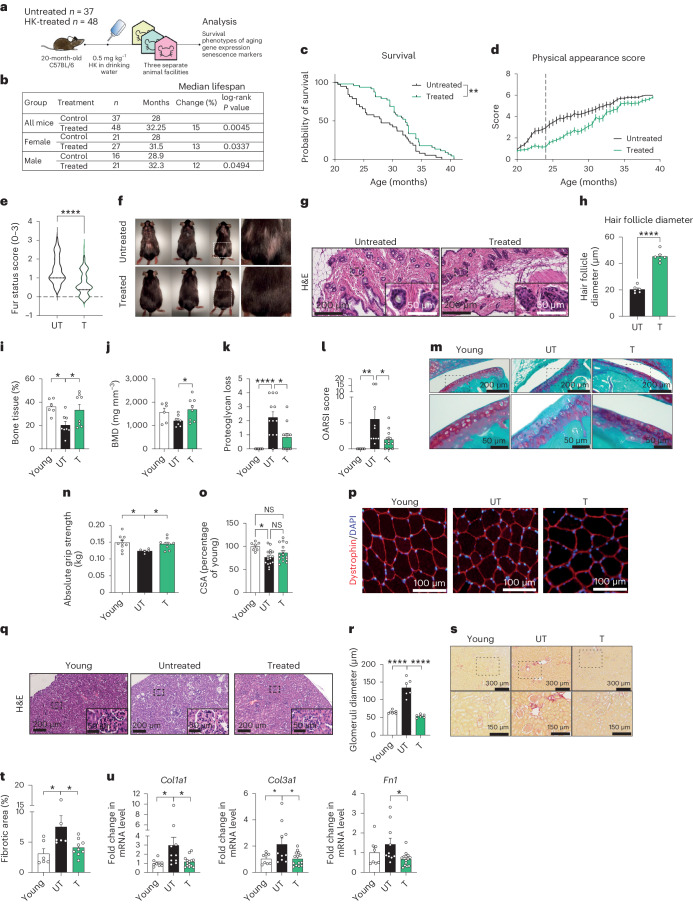
HK expands healthspan and lifespan in mice. **a**, Schematic representation of the experimental design. **b**, Lifespan analysis of treated and untreated mice; *n* = number of mice tested in each group; the percentage change was calculated with respect to control untreated mice. **c**, Survival curves for untreated (*n* = 37) and treated (*n* = 48) mice. **d**, Physical appearance score progression in untreated (UT) and treated (T) animals (UT *n* = 37; T *n* = 48). **e**, Quantification of the fur status based on the evaluation score (0–3, where 0 indicates dense fur and 3 indicates thinner fur (UT *n* = 27; T *n* = 46; treatment lasted 4 months). **f**, Representative pictures of 24-month-old mice untreated or HK treated. **g**, Representative pictures of H&E staining of skin of 24-month-old animals. Insets show enlarged image of dashed box. **h**, Quantification of hair follicle diameter from sections of 24-month-old untreated or HK-treated mice (*n* = 6). **i**,**j**, Bone tissue percent (**i**) and bone mineral density (**j**) of the femurs of young (4 months old) and 24-month-old animals after 4 months of treatment (Bone tissue %, Young *n* = *6*; UT *n* = 8; T *n* = 8. Bone mineral density, Young *n* = *6*; UT *n* = 7; T *n* = 8). **k**, Quantification of proteoglycan loss (Young *n* = 8; UT *n* = 12; T *n* = 12). **l**, OARSI score quantification (Young *n* = 8; UT *n* = 10; T *n* = 12). **m**, Representative images of Safranin staining for the detection of proteoglycan-rich cartilage of young (4 months old), 24-month-old untreated and 24-month-old treated animals after 4 months of treatment (top images observed at ×10 magnification, bottom (area indicated in dashed box in upper image) at ×40). **n**, Results of grip strength assay performed on young (3-month) and old (24-month) animals after 4 months of treatment (Young *n* = 10, UT *n* = 5, T *n* = 9). **o**, Quantification of tibialis muscle fiber CSA (Young *n* = 7; UT *n* = 16, T *n* = 15). **p**, Representative pictures of tibialis muscle sections with dystrophin immunofluorescence from young (4 months old), 24-month-old untreated or 24-month-old HK-treated mice after 4 months of treatment. **q**, Representative pictures of H&E staining of kidney sections of young (4 months old), 24-month-old untreated and 24-month-old treated animals after 4 months of treatment. Insets show enlarged image of dashed box. **r**, Quantification of glomeruli diameter (Young *n* = 7; UT *n* = 6; T *n* = 6). **s**, Representative pictures of PSR staining of kidney sections of young (4 months old), 24-month-old untreated and 24-month-old treated animals after 4 months of treatment. Insets show enlarged image of dashed box. **t**, Quantification of percentage of fibrotic area in kidney sections (Young *n* = 6; UT *n* = 6; T *n* = 9). **u**, Kidney mRNA expression of *Fn1*, *Col1a1* and *Col3a1* (each dot represents a different animal; Young n = *8*, UT *n* = 10, T *n* = 14). Data presented in **d**, **h**, **i**, **j**, **k**, **l**, **n**, **o**, **r**, **t** and **u** are presented as mean ± s.e.m. Data presented in **e** are presented as a violin plot. Statistical test used in **b** and **c**: log-rank test. Statistical test used in **e**, **h** and **j**: two-tailed unpaired *t*-test. Statistical test used in **i**, **k**, **l**, **n**, **r**, **t** and **u**: one-way ANOVA with Holm–Šidák’s multiple comparisons test. Statistical test used in **o**: Kruskal–Wallis test with Dunn’s multiple comparisons test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS, nonsignificant. Exact *P* values found in source data files. Source data

Aging is a complex systemic set of alterations that progressively accumulate over organismal lifespan detected at the phenotypic level^7^, including changes in physical appearance. To better characterize the effect of HK on the healthspan of treated mice, we developed a multiparametric score—the Physical Appearance Score—including the in vivo evaluation of fur status, kyphosis, eye cataracts and the presence of palpable tumors in the experimental mice. The evaluated parameters demonstrated that HK-treated animals showed a reduction in the severity of age-related phenotypes over time compared with the untreated group—an effect that was observed regardless of the animal facility (Fig. 1d and Extended Data Fig. 1k,l). The effect was particularly evident in kyphosis, tumor development and animal fur status (Fig. 1e,f and Extended Data Fig. 1m,n). Collectively, these results indicate that HK increases healthspan and lifespan in mice, with no observed toxicity.

### HK treatment improves phenotypes of aging in several tissues

HK treatment improved the aspect of fur in both male and female mice compared with controls (Fig. 1e,f). Fur and hair loss is associated with miniaturization of the hair follicle, which is a common phenotype during aging^29–31^. We then sought to understand whether HK administration was able to counteract this phenotype. Hematoxylin and eosin (H&E) staining of skin tissues revealed a significant amelioration in follicle miniaturization as measured by hair follicle diameter in the HK treated group (Fig. 1g,h).

As musculoskeletal frailty is a crucial issue in aged subjects^32^, we investigated the effects of treatment on bone, joint and muscle health in animals. Bone structure analysis through microcomputed tomography and histology showed an increased bone mineral density (BMD) in the femurs of 24-month-old mice (Fig. 1i,j) and decreased age-driven degenerative alterations of the knee cartilage as determined by H&E and safranin staining (Fig. 1k–m and Extended Data Fig. 2a). We next assessed the forelimb grip strength of young and old mice untreated or treated with HK. Old animals showed a reduced grip strength compared with their younger counterparts, whereas treatment significantly ameliorated the loss of strength in old mice (Fig. 1n). In addition, we found that aged mice displayed significantly lower myofiber cross-sectional area (CSA) compared with young mice, with a trend toward improvement by HK treatment as determined by immunofluorescence of dystrophin and 4,6-diamidino-2-phenylindole (DAPI) of anterior tibialis muscle (Fig. 1o,p).

The aging process often results in a decline in renal function^33^. In this regard, H&E staining of paraffin-embedded kidneys from treated mice showed decreased glomeruli diameters to a level comparable with that of young mice (Fig. 1q,r). Kidney of untreated 24-month-old mice showed increased size of the Bowman’s capsule—an established alteration in renal aging^34,35^—as determined by measuring glomerular diameter. This effect was attenuated by HK treatment. Furthermore, HK-treated mice showed a marked decrease in kidney fibrosis compared with untreated mice, as detected by picro-sirius red (PSR) staining and real-time quantitative PCR with reverse transcription (RT-qPCR) analysis for extracellular matrix proteins, such as collagen (*Col1a1*, *Col3a1*) and fibronectin (*Fn1*)^36^ (Fig. 1s–u). HK treatment also decreased the levels of several circulating serum markers associated with renal disease, such as Cystatin C^37^ (Extended Data Fig. 2b). Proteome profiler analysis of kidney lysates from young, old untreated and old treated mice also revealed that treatment with HK reverted the age-related increase of Pentraxin-2/SAP and Lipocalin-2/NGAL—two proteins associated with inflammation and kidney damage, respectively^38,39^ (Extended Data Fig. 2c,d). Taken together, these data demonstrate that HK treatment in aged mice can alleviate several age-related phenotypes in vivo, such as hair loss, musculoskeletal frailty and renal fibrosis.

### HK effects on molecular pathways related to aging

To assess the mechanisms through which HK affects cellular functions to increase lifespan in vivo, we performed bulk RNA sequencing (RNA-seq) on the gastrocnemius muscle of treated mice (Fig. 2a). 

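The counts analysed here came from the gastrocnemius, the large muscle of the calf, of 20 mice aged 24 months. Of these, 10 had received HK, a polyphenol-rich extract of the plant Salvia haenkei, in the drinking water for 4 months at 0.5 mg per kg per day, and 10 were untreated. Each group held 5 males and 5 females. The young mice of the study were not analysed here. Ribosomal RNA was removed before library preparation, so the libraries are not limited to polyadenylated RNA. The authors aligned the reads to the mouse genome GRCm38.p6 with STAR, quantified them per gene and deposited whole-number counts without normalization. The counting tool, the use of strand and the treatment of reads that fit several genes are not given in the sources used here, so genes with near-identical copies or with overlapping neighbours are less certain. The total count per mouse ranged from 13900180 to 30469644 in HK-treated mice, with a median of 17029215.5, and from 13994011 to 27083222 in untreated mice, with a median of 16487128. The libraries came from 2 sequencing experiments, here called batch 1 with 4 mice of each group and batch 2 with 6 of each group. Depth varied more in batch 1, from 13994011 to 30469644, than in batch 2, from 13900180 to 17951683. Counts of any pair of mice of the same group, sex and batch differed by more than sampling noise (chi-square per degree of freedom from 8.77 to 54.8), so each mouse was kept as a separate replicate. Counts were scaled by the TMM method of edgeR, genes with too few counts were removed by its default filter, and HK-treated mice were compared with untreated mice by edgeR's quasi-likelihood test with batch and sex as covariates, which left 13626 genes. Gene sets were tested with camera from the limma package on the ranks of the signed edgeR statistics, with a preset correlation between genes of 0.01. This preset value matters, because genes that vary together from mouse to mouse make the test call sets more often than a test that estimates their correlation.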

By using DESeq2, we first performed differential expression analysis between muscle-specific transcriptomes of old versus young animals to derive an aging signature. This aging signature included differentially expressed genes (DEG) that were either upregulated or downregulated by comparing old versus young mice. Next, we used this aging signature to study the transcriptional perturbations occurring in the muscle of HK-treated mice compared with age-matched adult untreated controls (24-month-old mice). 

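The 338 genes that the paper calls MOUSE_ADULT_UP and the 109 genes that it calls MOUSE_ADULT_DN were all found in the counts by their Ensembl identifiers, and 278 and 109 of them passed the filter on low counts. In MOUSE_ADULT_UP, 185 genes were lower and 93 higher in HK-treated than in untreated mice, with a median log2 fold change of -0.14, against a median of 0.0024 over all 13626 genes tested. The set ranked lower in HK-treated mice (camera, two-sided p = 8.25e-05). In MOUSE_ADULT_DN, 44 genes were lower and 65 higher, with a median log2 fold change of 0.03, and the set ranked higher in HK-treated mice (camera, two-sided p = 0.0276). Neither call held when the correlation between genes was estimated from the 20 mice, at 0.0985 for MOUSE_ADULT_UP (p = 0.175) and 0.126 for MOUSE_ADULT_DN (p = 0.434), or in the rotation test fry (p = 0.202 and 0.351). The alternative that moved MOUSE_ADULT_UP most was the fit to batch 1 alone, where its camera p was 0.619. In batch 2 alone it was 1.04e-05.
A score per mouse was formed as the mean over each set's genes of the log2 CPM (counts scaled to library size), adjusted for batch and sex, with each gene centred and divided by its SD. The MOUSE_ADULT_UP score was -0.0786 ± 0.290 (SD, n = 10) in HK-treated mice and 0.0786 ± 0.356 (SD, n = 10) in untreated mice. The difference of -0.157 lay within the spread between mice (permutation test within sex and batch, 100000 resamples, two-sided, p = 0.235), although the scores of 9 of the 10 HK-treated mice were below the median of the untreated mice. Within batch 1 the difference was 0.0072 (exact permutation test, p = 0.944), and within batch 2 it was -0.267 (exact permutation test, p = 0.19). The MOUSE_ADULT_DN score was 0.0785 ± 0.362 (SD, n = 10) in HK-treated mice and -0.0785 ± 0.375 (SD, n = 10) in untreated mice, a difference of 0.157 (same permutation test, p = 0.391), with 0.188 in batch 1 (exact permutation test, p = 0.333) and 0.136 in batch 2 (exact permutation test, p = 0.615).
Both sets were selected by the study with the same untreated mice, so chance values of these mice push the sets back towards the young level in any comparison group. In simulations of an HK-treated group without any change, with genes correlated as in the 20 mice, the median log2 fold change of a MOUSE_ADULT_UP set selected in this way was -0.03 when the effects of age were those of the paper's table and -0.04 when they were spread over all genes, and 12 and 3 of 100 simulations reached a median as low as the observed one, with a median of 213 and 243 genes in the simulated set against 278 tested. In 14 and 30 of 100 simulations the MOUSE_ADULT_UP set had a negative median and a camera p as low as the observed one. The camera p was under 0.05, with a shift in either direction, in 45 and 76. For MOUSE_ADULT_DN the simulated medians were 0.02 under both models, and 47 and 27 of 100 simulations were as high as the observed one. The simulated MOUSE_ADULT_DN sets held a median of 72 genes under the first model and 1856 under the second, against 109, so the second resembles the real set less. The simulations assumed 8 young mice with no batch or sex effects. They picked MOUSE_ADULT_DN genes at any log2 fold change below -0.5 in old against young mice. The paper states another limit, and its listed genes lie only between -0.59 and -0.50, so the simulated selection of this set differs from the paper's. From the opposite directions of the sets in camera, the paper concludes that HK counteracts the change of the muscle transcriptome with age.

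**Figure D1:**
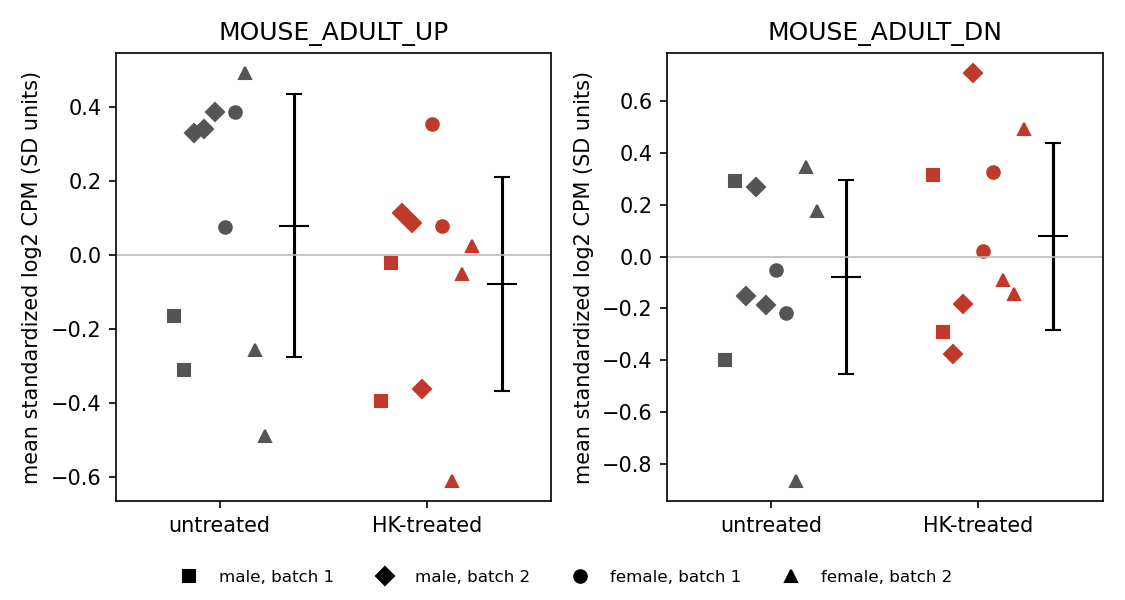
MOUSE_ADULT_UP and MOUSE_ADULT_DN scores of the 10 untreated mice (grey) and the 10 HK-treated mice (red), with the mean standardized log2 CPM in SD units on the vertical axis, symbols for sex and batch, and bars for the mean ± SD of each group. The means of the MOUSE_ADULT_UP score are 0.0786 in untreated and -0.0786 in HK-treated mice, and the groups overlap.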

First, we identified genes that are upregulated (338 DEGs) or downregulated (109 DEGs) during aging and found that HK-treated mice show downregulation of the genes upregulated in aged mice and vice versa (Fig. 2b). Among these genes, we identified a principal cluster of genes that is upregulated in old untreated mice compared with young mice (Fig. 2c). Notably, the cluster of genes upregulated in aging were overrepresented in pathway signatures related to inflammation, immune activation and senescence or SASP, including the recently described SAUL_SEN_MAYO gene set^40^. 

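No single gene passed an adjusted p of 0.05 between HK-treated and untreated mice in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (lowest adjusted p = 0.356). At an unadjusted p under 0.05, 379 genes were higher and 456 lower in HK-treated mice. DESeq2's Wald test called 4 genes higher and 2 lower, and limma voom called 0. In the 278 MOUSE_ADULT_UP genes tested, 28 were lower and 5 higher at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Adjustment over the MOUSE_ADULT_DN list alone left 1 gene, Tob2 (adjusted p = 0.0115). As the study chose both lists on these mice, the counts adjusted over the list alone are not independent evidence.
Of MOUSE_ADULT_UP, the gene with the lowest p was Hspb7 (ENSMUSG00000006221), which encodes a small heat shock protein and lies on chromosome 4 of GRCm38 from 141420779 to 141425311. Its level was 425 ± 115 CPM (SD, n = 10) in HK-treated mice and 765 ± 475 (SD, n = 10) in untreated mice, a log2 fold change of -0.78 (standard error 0.22, adjusted p = 0.795 in edgeR), and 9 of the 10 HK-treated mice lay below the untreated median in CPM, or all 10 after adjustment for batch and sex. Serpinb8 (ENSMUSG00000026315) on chromosome 1 had a log2 fold change of -0.71, Ankrd1 (ENSMUSG00000024803) on chromosome 19 of -1.01, and Myh3 (ENSMUSG00000020908), the embryonic myosin heavy chain gene on chromosome 11, of -1.43, each also with adjusted p = 0.795 in edgeR. Reads of Myh3 could have been split with the neighbouring myosin genes in the authors' counting. Untreated mice spread widely for Myh3, at 53.2 ± 74.1 CPM (SD, n = 10), against 15.4 ± 8.82 (SD, n = 10) in HK-treated mice. Elf3 (ENSMUSG00000003051) moved the other way, by 0.56. Of MOUSE_ADULT_DN, Tob2 (ENSMUSG00000048546) on chromosome 15 from 81848272 to 81858796 was at 151 ± 73.6 CPM (SD, n = 10) in HK-treated mice and 82.1 ± 39.9 (SD, n = 10) in untreated mice, a log2 fold change of 0.84 (standard error 0.17, adjusted p = 0.358 in edgeR and 0.0158 in DESeq2). Rhob (ENSMUSG00000054364) and Ky (ENSMUSG00000035606) were higher by 0.32 and 0.48 on the log2 scale.
Of 6 immune genes labelled in Fig. 2c,d, 4 were lower in HK-treated mice. C3ar1 (ENSMUSG00000040552) was at 1.38 ± 0.928 CPM (SD, n = 10) in HK-treated and 2.81 ± 2.71 (SD, n = 10) in untreated mice, a log2 fold change of -0.80 (standard error 0.35, adjusted p = 0.795 in edgeR). The log2 fold changes of Itgax (ENSMUSG00000030789), Cd68 (ENSMUSG00000018774) and Tyrobp (ENSMUSG00000030579) were -0.39, -0.30 and -0.20, each smaller than its standard error of 0.51, 0.38 and 0.27. Cxcl10 (ENSMUSG00000034855) and Cd14 (ENSMUSG00000051439) were higher, by 0.53 and 0.16. Cd68 was higher in HK-treated mice in the fits to batch 1 alone (0.56) and to females alone (0.25), Tyrobp in the fit to females alone (0.18), and Cd14 was lower in batch 1 alone (-0.53), in females alone (-0.26) and without HK-treated male replicate 3 (-0.26). Itgax did not pass the filter in the fits to batch 1 or to females alone. In unadjusted CPM it was higher in HK-treated mice in batch 1 (0.295 ± 0.185, SD, n = 4, against 0.179 ± 0.159, SD, n = 4) and in females (0.481 ± 0.289, SD, n = 5, against 0.298 ± 0.166, SD, n = 5), and over all mice 6 of the 10 HK-treated mice lay above the untreated median. For Cd68, too, 6 of 10 lay above it in unadjusted CPM, while 6 of 10 lay below after adjustment for batch and sex. For Tyrobp and C3ar1, 6 and 7 of 10 lay below it in unadjusted CPM.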

Subsequently, HK treatment strongly decreased the aging signature compared with untreated mice (Fig. 2d and Supplementary Table 2).

**Fig. 2:**
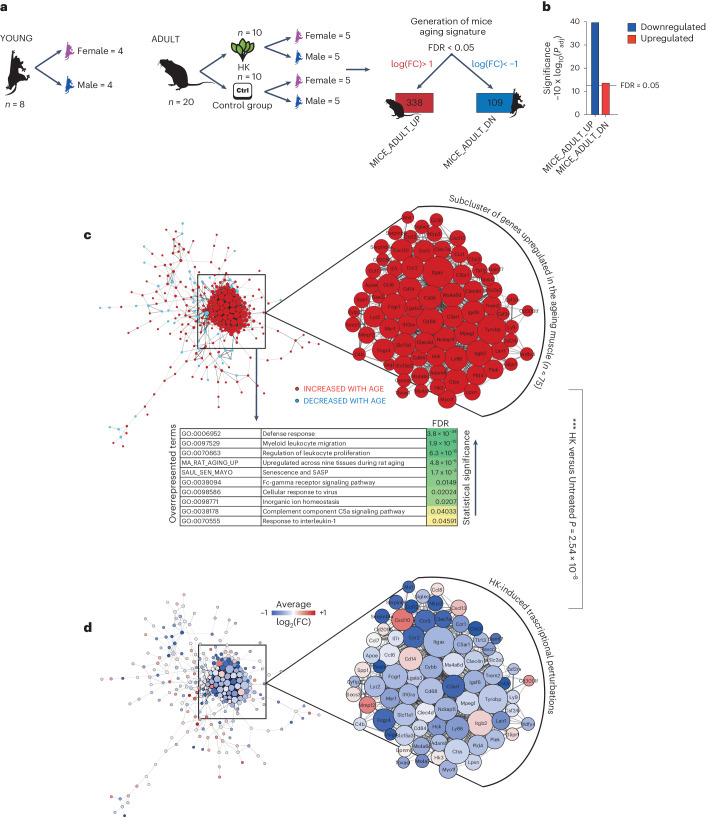
HK partially reverts age-related gene expression signature in mouse muscles. **a**, Experimental design of the bulk RNA-seq experiment. Total RNA was extracted from the gastrocnemius muscle of young (4 months old), old untreated (24 months old) and old treated (24 months old, 4 months of treatment) animals (Young *n* = 8, UT *n* = 10, T *n* = 10). **b**, Barplot representing GSEA results between old HK-treated animals and age-matched controls. Tested gene sets are those obtained by differential expression between older animals and younger controls (false discovery rate < 0.05, log_2_(FC) <−1 or >1). Barplots indicate a significant counteraction of HK towards age-induced perturbation in muscle tissue. **c**,**d**, Protein–protein interaction network including DEGs (false discovery rate < 0.05, log_2_(FC) <−1 or >1), as determined from muscle tissue of older mice compared with younger counterparts (**c**) or from the comparison between HK-treated animals versus aged-matched controls (**d**) showing close-up view of the genes most upregulated in aging. The table of overrepresentation analysis in **c** indicates gene sets significantly upregulated in the aging muscle.

Intrigued by these results, we performed additional analyses for other pathways involved in aging in the whole sequencing of the gastrocnemius muscle. In addition to the senescence gene set SAUL_SEN_MAYO, we evaluated additional aging-related pathways by performing gene set enrichment analysis (GSEA) on manually curated gene sets for nutrient sensing, loss of proteostasis, stem-cell maintenance, mitochondrial biogenesis, telomere length, genomic instability and epigenetic changes. Among these, we found that HK-treatment downregulated SAUL_SEN_MAYO (Extended Data Fig. 3a,b). 

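The members of SAUL_SEN_MAYO are not listed in the paper's text and tables, so a list of 118 genes of the senescence-associated secretory phenotype (SASP), written from general knowledge and not checked against the published set, was tested in its place. Of these, 51 had a mean normalized count of at least 50, as many as the paper gives for its set. In HK-treated mice, 31 of the 51 genes were lower and 20 higher, with a median log2 fold change of -0.08, against 0.01 over the 10153 genes of this background. The list ranked lower in HK-treated mice (camera, two-sided p = 0.048, or 0.298 after Benjamini-Hochberg adjustment over the 8 sets tested). The call was lost with an estimated correlation between genes of 0.106 (p = 0.289) and in fry (p = 0.388). Leaving out any of 11 of the 20 mice also raised the camera p above 0.05, to at most 0.275 without HK-treated male replicate 1. With each of the other mice left out it stayed under 0.05, at lowest 0.00108. The score of the list per mouse was -0.0586 ± 0.463 (SD, n = 10) in HK-treated and 0.0586 ± 0.208 (SD, n = 10) in untreated mice, a difference of -0.117 that lay within the spread between mice (permutation test within sex and batch, two-sided, p = 0.506). Within batch 1 the difference was -0.262 (exact permutation test, p = 0.5) and within batch 2 it was -0.0203 (exact permutation test, p = 0.965).
Fgf1 (ENSMUSG00000036585), the gene of the list with the lowest p, was at 34.7 ± 8.08 CPM (SD, n = 10) in HK-treated and 43.9 ± 10.4 (SD, n = 10) in untreated mice, a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.795 in edgeR). Mmp14 (ENSMUSG00000000957) was lower by a log2 fold change of -0.38, and Jun (ENSMUSG00000052684) was higher by 0.39. The adjustment over the list alone took all its genes past the filter on low counts, and not only the 51. No gene passed it (lowest adjusted p = 0.584, edgeR).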

On the contrary, nutrient sensing, loss of proteostasis, stem-cell maintenance, mitochondrial biogenesis, telomere length, genomic instability and epigenetic changes were not affected by HK treatment (Extended Data Fig. 3a,b and Supplementary Table 3).

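For the 7 other sets, the genes with a mean normalized count of at least 50 were as many as in the paper's table. Camera gave p = 0.622 for nutrient sensing (26 genes, 15 higher in HK-treated mice), 0.506 for loss of proteostasis (41 genes, 22 higher) and 0.859 for stem-cell maintenance (7 genes, 4 higher). For mitochondrial biogenesis (19 genes, 12 higher) p was 0.897, and the rank test pointed down while the median log2 fold change was 0.02. Telomere length (5 genes, 4 higher) gave 0.731 and genomic instability (24 genes, 17 higher) 0.73. The lowest of these p-values was that of epigenetic changes, at 0.0744 (37 genes, 27 higher, median log2 fold change 0.03), or 0.298 after Benjamini-Hochberg adjustment over the 8 sets. With the correlation between genes estimated from the mice, p for this set was 0.281, and in fry it was 0.14. In no set did a gene pass an adjusted p of 0.05 over the list alone in edgeR's test. This adjustment took all genes of a set past the filter on low counts. It was not made over only those with a mean normalized count of at least 50. Epigenetic changes came under 0.05 in batch 2 alone (camera p = 0.0416), in males alone (0.0303), without the filter on the mean normalized count (0.0192) and with each of 5 mice left out in turn (0.0243 to 0.0499), and loss of proteostasis in batch 1 alone (0.0209) and without untreated female replicate 3 (0.00408).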

Furthermore, we examined various processes via western blot analysis, including unfolded protein response (evaluated through p-eIF2α levels), nutrient sensing (assessed by p-4EBP1 and pS6 levels), autophagy (measured by LC3A/B I and LC3A/B II levels) and mitochondrial health (determined by PGC1α levels). In line with our transcriptomic assessments, none of these investigated processes exhibited perturbations due to aging or subsequent HK treatment (Extended Data Fig. 3c). 

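Lists of marker genes bear on the inflammatory part of the signature in the same 20 mice. All 13 macrophage genes were lower in HK-treated than in untreated mice, with a median log2 fold change of -0.29 (camera p = 1.19e-04, or 5.06e-04 after Benjamini-Hochberg adjustment over the 17 lists tested). Of the 13 genes, 4 are also in MOUSE_ADULT_UP. They vary together from mouse to mouse, with an estimated correlation of 0.735, and with that value the camera p was 0.139. Fry gave 0.144. The macrophage score per mouse was -0.229 ± 0.951 (SD, n = 10) in HK-treated and 0.229 ± 0.798 (SD, n = 10) in untreated mice, a difference of -0.457 (permutation test within sex and batch, two-sided, p = 0.225), with -0.251 in batch 1 (exact permutation test, p = 0.778) and -0.595 in batch 2 (exact permutation test, p = 0.22). The 3 neutrophil genes tested were all lower (camera p = 0.105), and 10 of 12 genes of the interferon response were higher (camera p = 0.104).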

In sum, our data show that HK treatment modulates a transcriptomic signature of aging in the gastrocnemius muscle associated with inflammation and senescence.

### Suppression of senescence by HK treatment

We corroborated our findings on downregulation of the senescence signature in the muscle by performing RT–qPCR on muscle samples, revealing that HK treatment reduced mRNA expression of *Cdkn1a* and *Tp53* (Fig. 3a). Given the downregulation of senescence-associated genes and gene sets in muscle by HK, we explored features of senescence in other organs described to be ameliorated from phenotypic aging by HK treatment. For this reason, we performed immunohistochemical (IHC) analysis on 24-month untreated and treated mice for different senescence markers such as p16, p27, γH2AX and 53BP1 (ref. ^41,42^). IHC staining performed on the skin for p16, p27 and γH2AX revealed these markers to be upregulated during aging, and HK treatment reverted this phenotype (Fig. 3b,c). We also investigated the expression of these markers in the kidney—another tissue affected by aging. The senescence markers p16, p27 and 53BP1 were upregulated markedly during aging while being attenuated by HK treatment (Fig. 3d,e). Moreover, as the gerosuppressant effect of SH was previously shown in lung fibroblasts in vitro^24^, we also investigated its efficacy in vivo by exploring, by IHC, p27 expression in the lungs of 24-month-old HK-treated mice. Similar to what was observed in the skin and kidneys, HK treatment attenuated age-associated increases in p27 levels (Fig. 3f,g). Together, these results demonstrate that HK treatment decreases the levels of several markers of senescence driven by aging in different tissues in vivo.

**Fig. 3:**
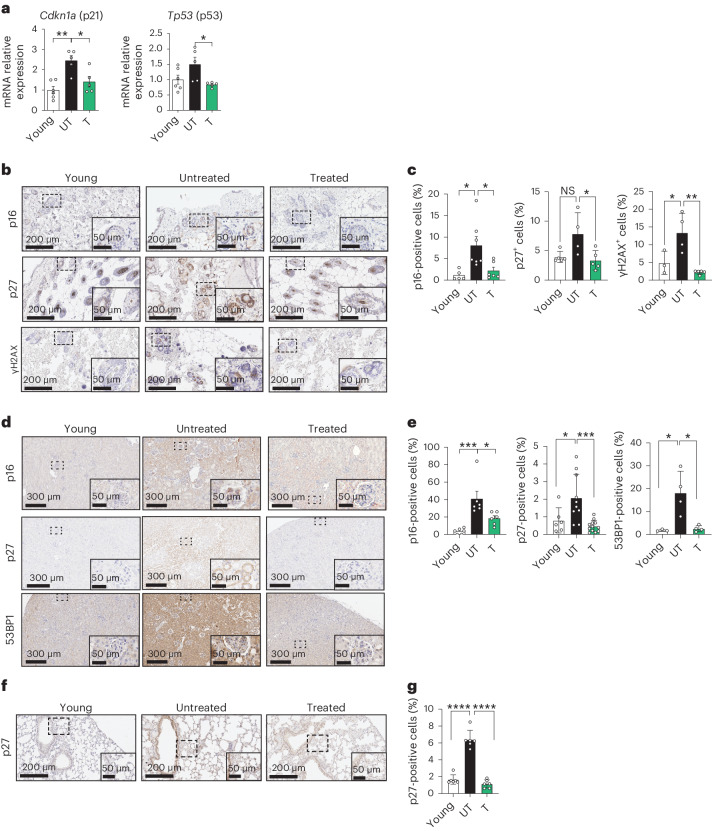
HK improves senescence in mice. **a**, mRNA levels of *Cdkn1a* and *Tp53* in the gastrocnemius muscle of young (4 months old), old untreated (24 months old) and old treated (24 months old, 4 months of treatment) animals (Young *n* = 6, UT *n* = 5, T *n* = 5). **b**, Representative images of p16, p27 and γH2AX IHC analysis performed on skin sections of young (4 months old), old untreated (24 months old) and old treated animals (24 months old, treatment for 4 months). Insets show enlarged image of dashed box. **c**, Quantification of p16, p27 and γH2AX-positive cells in skin sections from different animals (each dot represents a different animal; p16 Young *n* = 5, UT *n* = 7, T *n* = 6; p27 Young *n* = 5, UT *n* = 4, T *n* = 5; γH2AX Young *n* = 3, UT *n* = 4, T *n* = 5). **d**, Representative images of p16, p27 and 53BP1 IHC analysis performed on kidney sections of young (4 months old), old untreated (24 months old) and old treated (24 months old, 4 months of treatment) animals. Insets show enlarged image of dashed box. **e**, Quantification of p16-, p27- and 53BP1-positive cells in kidney sections from different animals (each dot represents a different animal; p16 Young *n* = 6, UT *n* = 6, T *n* = 6; p27 Young *n* = 6, UT *n* = 10, T *n* = 12; 53BP1 Young *n* = 3, UT *n* = 4, T *n* = 4). **f**, Representative pictures of p27 immunohistochemistry performed on lung sections of young (4 months old), old untreated (24 months old) and old treated (24 months old, 4 months of treatment) animals. Insets show enlarged image of dashed box. **g**, Quantification of p27-positive cells in lung sections from different animals (each dot represents a different animal; *n* = 6). Data in **a**, **c**, **e**, **g** are presented as mean ± s.e.m. Statistical test used in **a**, **c**, **e** and **g**: one-way ANOVA with Tukey’s multiple comparisons test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS, nonsignificant. Exact *P* values found in source data files. Source data

### HK protects against doxorubicin-induced senescence and cardiotoxicity

In addition to natural aging, several stressors, such as chemotherapy, can induce senescent cell accumulation in cancer and healthy tissues^43^. Systemic senescence accumulation is a principal side effect of chemotherapy and radiotherapy (TIS), which contributes to impaired quality of life of cancer patients^10^. Since HK can mitigate senescence in naturally aged mice, we also hypothesized that HK could prevent TIS. For this reason, we took advantage of doxorubicin (Doxo)—a potent chemotherapeutic agent used to treat various types of cancer, known to induce cellular senescence by causing DNA damage and oxidative stress^44^. We tested HK efficacy in the senescence-reporter mouse model p16^LUC^, in which the promoter of p16 controls expression of a luciferase reporter gene^45^. A single injection of Doxo was sufficient to induce senescence, as demonstrated by the increase in the luminescent signal detected 7 days after Doxo administration by intraperitoneal injection (Fig. 4a,b). However, HK treatment administered in the drinking water starting 3 days before Doxo administration (0.5 mg kg^−1^, oral gavage) was sufficient to successfully reduce the accumulation of p16-positive senescent cells in Doxo-treated mice and ameliorate body weight loss (Fig. 4b,c).

**Fig. 4:**
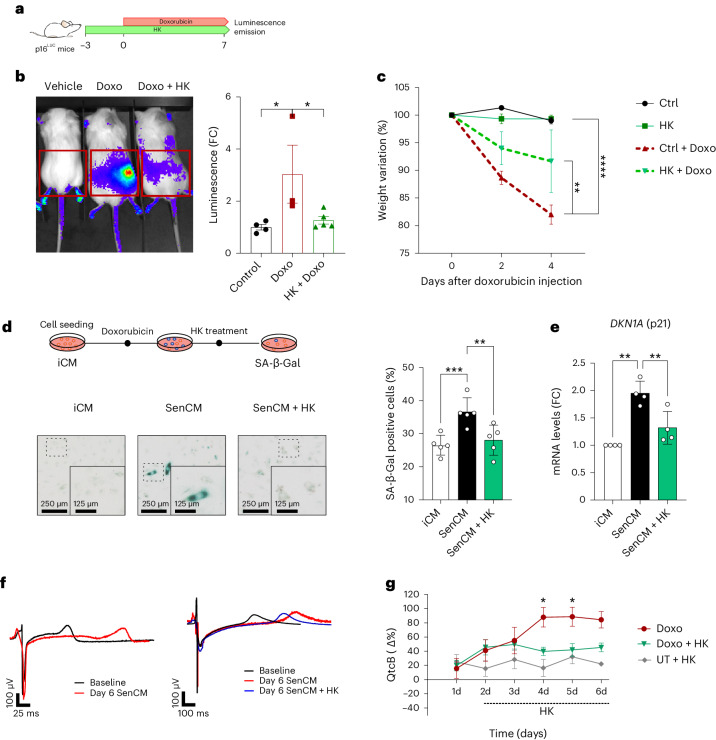
HK protects against Doxo-induced senescence and cardiotoxicity. **a**, Schematic representation of the experimental design. **b**, Left, representative images of luciferase detection in untreated and Doxo-injected animals (20 mg kg^−1^), with or without HK pretreatment (3 days, 0.5 mg kg^−1^). On the right, histograms show relative luminescence induction as FC (Control *n* = 4, Doxo *n* = 3, HK + Doxo *n* = 5). **c**, Animal weight loss measured 2 and 4 days after Doxo injection (*n* = 3). **d**, Representative images of SA-β-Gal staining of induced cardiomyocytes, with Doxo (SenCMs) or without (iCMs) or with 100 μg ml^−1^ of HK (*n* = 5) (left), and its quantification (right). Insets show enlarged image of dashed box. **e**, mRNA expression of *CDKN1A* (p21) as determined by RT-qPCR (*n* = 4). **f**, HK effect on SenCMs field potentials. Examples of QT interval measured in field potential recorded from different experimental conditions in comparison with baseline (black traces) at day 0 and day 6 are shown in subsets. **g**, The electrical activity of spontaneously beating iCMs was recorded using MEA for 6 consecutive days at baseline, after Doxo treatment (red line), following exposure of SenCM to HK (Doxo + HK; green line) and after exposure of iCM to HK (UT + HK; gray line) (*n* = 5 as means of different recordings). Data in **b**, **c**, **d**, **e**, **g** are presented as mean ± s.e.m. Statistical test used in **b**: one-way ANOVA with Holm–Šidák’s multiple comparisons test. Statistical test used in **c**: two-way ANOVA with Dunnettʼs multiple comparisons test. Statistical test performed in **d** and **e**: repeated measures one-way ANOVA with Tukey’s multiple comparisons test. Statistical test performed in **g**: two-tailed unpaired *t*-test analyses of Doxo versus Doxo + HK. *P < 0.05; **P < 0.01. Exact *P* values found in source data files. Source data

Doxo-induced senescence within cardiac tissues has been described previously as a key pathomechanism in Doxo-induced cardiac dysfunction^46^, and cardiac toxicity poses a constraint on the therapeutic use of Doxo^47^. As described previously^46^, treatment with a sublethal concentration (200 nM) of Doxo was used to induced senescence in human-induced cardiomyocyte cells (iCM). Following senescence induction, iCM were treated with HK, which significantly prevented iCM senescence as determined by SA-β-Gal staining (Fig. 4d) and reduced p21 mRNA to a level comparable with that of untreated cells (Fig. 4e).

Doxo drives cardiotoxicity by impairing the functionality of ion channels in iCM, leading to prolongation of the QT interval, which underlies arrhythmogenic cardiomyopathy in patients^46^. In Doxo-treated senescent iCM (SenCM), we found a significant prolongation of the QT interval corrected by Bazzett’s formula (QTcB) (Fig. 4f,g). The prolongation of QTcB in SenCMs was rescued almost entirely by HK treatment. Note that HK alone did not affect the electrophysiological properties of control iCM (Fig. 4g).

Taken together, we demonstrate that HK administration before chemotherapy treatment can attenuate the detrimental side effects of chemotherapy while preserving its therapeutic efficacy. HK treatment resulted in a marked decrease of systemic senescence accumulation, preventing cardiotoxicity driven by senescence and ultimately restoring normal cardiac function.

### Modulation of p16–CDK6 by the HK constituent luteolin in senescence

Since HK is a botanical extract containing several phytoconstituents, we performed ultra-high-performance liquid chromatography with quadrupole time-of-flight mass spectrometry (UPLC-QTOF-MS) characterization to identify the principal components. The three main categories of molecules in the extract were phenols/lignans, flavonoids and terpenes (Fig. 5a and Supplementary Table 4). We then explored a panel of nine constituents from each class of molecule.

**Fig. 5:**
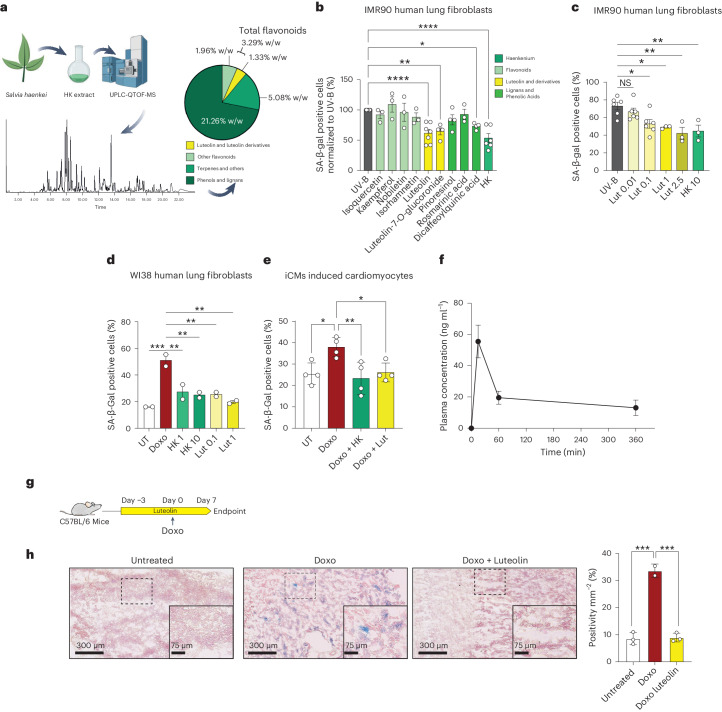
HK contains luteolin, which prevents stress-induced senescence. **a**, Top, Schematic representation of the experimental design; bottom, characterization of HK constituents by UPLC-QTOF-MS (Supplementary Table 4). **b**, Quantification of SA-β-Gal assay of UV-B-irradiated IMR90 fibroblasts, treated with the indicated compounds at 1 μM concentration or 10 μg ml^−1^ for HK (UV-B *n* = 9, isoquercetin *n* = 3, isorhamnetin *n* = 3, kaempferol *n* = 3, luteolin *n* = 7, luteolin-7-O-glucuronide *n* = 4, nobiletin *n* = 3, pinoresinol *n* = 4, rosmarinic acid *n* = 3, dicaffeoylquinic acid *n* = 4, HK *n* = 6 biological replicates). **c**, Quantification of SA-β-Gal-positive cells of UV-B irradiated IMR90 fibroblasts treated with different concentrations of Lut (0.01–2.5 μM) and HK (10 μg ml^−1^) (UV-B, Lut 0.01 μM, Lut 0.1 μM, *n* = 6 biological replicates; Lut 1 μM, Lut 2.5 μM, HK 10 μg ml^−1^, *n* = 3 biological replicates). **d**, Quantification of SA-β-Gal assay of Doxo-treated WI38 fibroblasts with or without Lut (0.1 and 1 µM) or HK (1 and 10 µg ml^−1^) (*n* = 2 biological replicates). **e**, Quantification of SA-β-Gal assay of Doxo-treated iCM cardiomyocytes treated with or without Lut (1 µM) or HK (100 µg ml^−1^) (*n* = 4 biological replicates). **f**, Luteolin plasma concentration in mice treated with a single dose of HK by oral gavage (0.5 mg kg^−1^) at 0, 15, 60 and 360 min (*n* = 3 animals per timepoint). **g**, Schematic representation of the experimental design. **h**, Representative pictures of SA-β-Gal staining (left) and quantification (right) on kidney sections. Insets show enlarged image of dashed box. (Untreated *n* = 3, Doxorubicin *n* = 2, Doxo + Luteolin *n* = 3 animals). Data in **b**, **c**, **d**, **e**, **f** and **h** are presented as mean ± s.e.m. Statistical test performed in **b**, **c**, **d**, **e**: one-way ANOVA with Dunnett’s multiple comparisons test. Statistical test performed in **h**: one-way ANOVA with Tukey’s multiple comparisons test. *P < 0.05; **P < 0.01, ***P < 0.001; ****P < 0.0001; NS, nonsignificant. Exact *P* values found in source data files. Image in Fig. 5a created in using BioRender.com. Source data

We chose to focus on evaluating flavonoids—naturally occurring compounds found in many plant-based foods that have been shown to possess anti-aging properties by modulating cellular senescence and oxidative stress^15–17,48^. First, we tested a panel of the six most represented flavonoids (isoquercetin, kaempferol, nobiletin, isorhamnetin, luteolin and luteolin-7-O-glucuronide), one lignan (pinoresinol) and two phenolic acids (3,4-dicaffeoylquinic acid and rosmarinic acid) that are detectable in HK by evaluating their capability to affect senescence induction at 1 µM. Among the HK component-treated IMR90 fibroblasts, only luteolin (Lut), luteolin-7-O-glucuronide (LutG) and 3,4-dicaffeoylquinic acid (DQ) significantly attenuated UV-B radiation-induced SA-β-Gal staining to levels similar to HK-treatment (Fig. 5b). Notably, Lut is the most prevalent identified flavonoid aglycone and, together with its derivatives, account for 1.33% (w/w) of the extract (Supplementary Table 4). Thus, we decided to explore the effects of Lut and derivatives further.

Lut treatment prevented SA-β-Gal-positive cell accumulation in a dose-dependent manner and to an extent similar to HK in UV-irradiated IMR90 fibroblasts (Fig. 5c). SA-β-Gal positivity was also prevented by Lut in Doxo-induced senescence to a similar extent as HK in WI38 fibroblasts and in Doxo-treated iCM (Fig. 5d,e and Extended Data Fig. 4a,b). In HK-2 renal proximal tubular cells induced to senescence by 100 mg ml^−1^ albumin treatment, there was a trend toward senescence amelioration by Lut and HK that was not significant (Extended Data Fig. 4c). Collectively, these data support our hypothesis that luteolin represents an active constituent within the HK phytocomplex by ameliorating SA-β-Gal positivity in different cell types induced by various external stressors.

The in vivo presence of Lut was confirmed with pharmacokinetic data. Mice were fed by oral gavage 0.5 mg kg^−1^ of HK, and plasma was taken at 15, 60 and 360 min post-treatment. Luteolin was detected in samples, with a C_max_ of approximately 55 ng ml^−1^ at 15 min post-treatment (Fig. 5f).

In an acute model of cellular senescence in vivo, C57BL/6 mice were pretreated with 0.5 mg kg^−1^ Lut 3 days before injection with 10 mg kg^−1^ Doxo. After 7 days, the animals were sacrificed and senescence was evaluated by measuring the percentage of SA-β-Gal-positive cells in the tissues (Fig. 5g). Treatment significantly protected against Doxo-induced SA-β-Gal positivity, suggesting an ameliorating effect of Lut against features of senescence at a relatively low dose (Fig. 5h).

Given the capacity of Lut to inhibit cellular senescence, we wanted to characterize the molecular mechanisms underlying this effect. For this reason, we performed a docking analysis using publicly available datasets (ChEMBL; SIB; SEA Search Server). Among the proteins predicted to interact with luteolin on a similarity basis, we identified cyclin-dependent kinase 6 (CDK6). Through in silico analysis, we calculated the affinity between luteolin and CDK6 by evaluating the GLIDE Docking score^49^—an empirical scoring function approximating the ligand binding free energy. This analysis suggested that luteolin can bind CDK6 with a potent affinity, albeit with a similar predicted affinity as other flavonoids or HK constituents (for example, fisetin, apigenin) (Extended Data Fig. 5a).

CDK6 regulates cell cycle progression from G_1_ to the S phase. Under damaging cellular conditions and in senescence, CDK6 activity is blocked by the interaction with p16 (ref. ^9^). Given that HK extract and its component luteolin delay the onset of senescence, we hypothesized that its binding with CDK6 might hinder the interaction between CDK6 and p16, making the kinase more refractory to p16-dependent inhibition. First, we generated an in silico three-dimensional model of the complex involving CDK6, p16 and luteolin. Luteolin was predicted to bind the interface of the two proteins, suggesting that the presence of luteolin with CDK6 might disrupt the interaction with p16 (Fig. 6a). We then set up a surface plasmon resonance (SPR) assay to study CDK6–p16 interaction: p16 was immobilized on the chip, and recombinant CDK6 was added at increasing concentrations. The assay was able to visualize the CDK6–p16 interaction (Fig. 6b and Extended Data Fig. 5b,c). On the contrary, the interaction was significantly disrupted in the presence of luteolin. Of note, another flavonoid with confirmed senotherapeutic properties and a similar chemical structure to luteolin, fisetin^13^, was not able to disrupt the interaction at the same concentration.

**Fig. 6:**
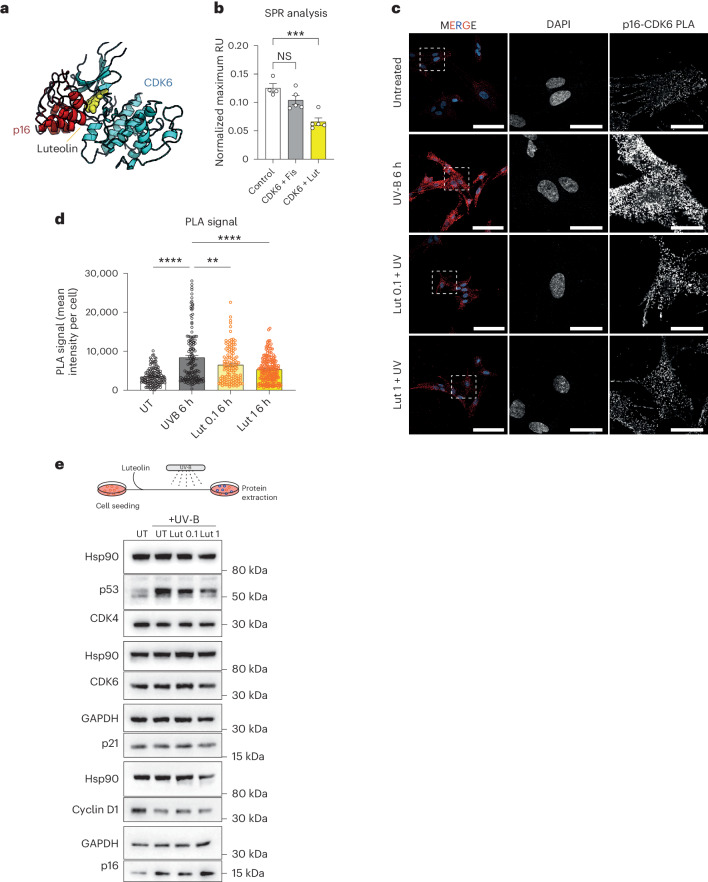
Disruption of the p16–CDK6 complex by luteolin. **a**, Atomistic model of the CDK6–p16 complex with luteolin obtained by the alignment of the results of docking calculations. **b**, SPR analysis to determine the CDK6–p16 interaction alone or with Fisetin (Fis) or Lut (Control *n* = 4, CDK6 + Fis *n* = 5, CDK6 + Lut *n* = 5 independent experiments). **c**, Representative pictures of PLA of CDK6–p16 interaction in UV-B-irradiated WI38 fibroblasts, pretreated with Lut (0.1 and 1 μM) for 1 h. Scalebars, 100 μm in merged panels, 25 μm in DAPI and p16–CDK6 PLA panels. Experiment performed twice independently with similar results. **d**, Quantification of PLA assay (UT *n* = 134, UV-B 6 h *n* = 142, Lut 0.1 6 h *n* = 122, Lut 1 6 h *n* = 170 cells observed over two independent experiments). **e**, Western blot analysis of the indicated proteins before and after UV-B irradiation of WI38 cells (*n* = 2 independent experiments). Data in **b** and **d** are presented as mean ± s.e.m. Statistical test performed in **b**: one-way ANOVA with Dunnett’s multiple comparisons test. Statistical test performed in **d**: one-way ANOVA with Bonferroni’s multiple comparisons test. **P < 0.01, ****P < 0.0001; NS, nonsignificant. Exact *P* values found in source data files. Source data

To validate disruption of the p16–CDK6 interaction as a mechanism of action for luteolin, we employed an in situ proximity ligation assay (PLA) in WI38 fibroblasts. Cells were pretreated for 1 h with different concentrations of luteolin (0.1 µM and 1 µM) before UV-B exposure. At 6 h after irradiation, cells were fixed and the p16–CDK6 interaction was confirmed by PLA and confocal microscopy (Fig. 6c). The mean fluorescence intensity (MFI) for each cell imaged was determined, enabling quantification of the interaction. A significantly higher MFI was observed for UV-B irradiated cells than for either untreated nonirradiated cells or with cells pretreated with luteolin before UV-B exposure (Fig. 6d). To confirm that the changes in MFI were not due to changes in protein expression, western blot analysis was done under the same conditions. UV-B exposure upregulated the expression of p16 across both untreated and luteolin-treated cells but did not affect the levels of CDK6 protein expression (Fig. 6e). As expected, other proteins involved in the cell cycle were downregulated by UV-B exposure, such as Cyclin D1 (CCND1). Taken together, these data show that luteolin can alter the interaction between p16 and CDK6 under senescence-inducing conditions, thereby potentially altering the development of the senescence phenotype.

Furthermore, we corroborated these findings by analysis of the immediate downstream target of CDK6 kinase activity: hyperphosphorylated Rb. IMR90 fibroblasts were serum-starved (0.2% fetal bovine serum (FBS)) for 48 h, resulting in quiescence and cell cycle synchronization^50^. After 48 h, cells were released from cell cycle arrest by the addition of a cell culture medium containing 10% FBS, with or without 1 μg ml^−1^ HK or 0.1 μM luteolin (Lut 0.1). After 6 h, cells were collected for western blot analysis of hyperphosphorylated Rb at residues phosphorylated by CDK6 (refs. ^51,52^) (Extended Data Fig. 5d,e). Compared with starvation-derived lysates (Time 0, t 0), HK- and Lut-treated cells displayed significantly higher phosphorylation of Rb than untreated cells, indicating that both treatments promoted the escape from cell cycle arrest in a CDK6-dependent manner. Taken together, these results suggest that luteolin and luteolin-containing botanical extracts such as HK can affect the CDK6–p16 axis, thereby altering the senescence phenotype.

## Discussion

The expanding aging population in most developed countries has led to rising societal and economic costs, creating a need to develop therapeutics that can promote healthy aging^5^. One promising avenue of research involves investigating the potential of botanical extracts, which are rich in phytoconstituents that can be studied or developed into healthspan-promoting agents^12^. Notably, naturally derived compounds that target cellular senescence have demonstrated the ability to improve healthspan and lifespan in various research models, spanning from cell cultures to invertebrates, rodents and humans^17^. Therefore, botanical extracts offer a promising area of study for developing therapeutics that can promote healthy aging and reduce the societal and economic burden of an aging population^3,11,12^. The removal of senescent cells has been shown to promote a healthy tissue microenvironment, as the accumulation of senescent cells results in the release of SASP, which contributes to low-grade inflammation that fuels age-related degenerative diseases^4^.

In the present study, we describe a natural extract that displays a senostatic/senomorphic effect. Treatment with HK—a standardized SH extract—ameliorated cell and tissue senescence. In vitro, HK treatment prevented UV-B and Doxo-induced senescent phenotypes, corroborating previous antisenescence effects of SH extract on cells^24,26^. We further extended these findings to mice, showing that daily treatment in drinking water with a relatively low dose of HK (0.5 mg kg^−1^) ameliorated age-related symptoms such as fur modifications, kyphosis, tissue accumulation of senescence and DNA damage markers, muscle strength and, notably, increased animal lifespan. Of great interest, we report that the working dosage is impressively low to exert gerosuppressant action in vivo; many studies examining natural products use higher doses of treatments, rendering their future development as medical foods, nutraceuticals or pharmaceuticals in humans impractical^53,54^. Furthermore, the treatment was started at a relatively late age (20 months), when mice already begin to display age-associated deterioration. Therefore, the promotion of healthspan by HK treatment is not a prerequisite for lifelong treatment, additionally underscoring its utility in development as a product for future human use.

With the aid of bulk RNA sequencing of gene expression in mouse gastrocnemius muscle, we identified a unique aging signature that included genes involved in inflammation, senescence and SASP. Importantly, the signature MICE_ADULT_UP which was upregulated in aged mice, was significantly downregulated by HK-treatment. This subcluster of genes upregulated in the aging muscle were significantly overrepresented in the gene set SAUL_SEN_MAYO, which was recently described to be strongly representative of aging and senolytic therapy^40^. Whereas SAUL_SEN_MAYO was downregulated in the HK versus untreated transcriptomic comparison, no other alterations in genes pertaining to established aging-associated pathways such as nutrient sensing, proteostasis, epigenetic regulation or stem-cell maintenance were significantly affected by treatment in the gastrocnemius muscle. Although further studies are required to rule out a possibility for HK-treatment to alter other mechanisms associated with healthspan extension, this evidence suggests a prominent role for the regulation of age-induced inflammation, SASP and senescence by treatment.

One of the strengths of our study is that we investigated the role of HK treatment against age-related senescence in several tissues as well as with different forms of senescence induction. We investigated TIS, as it has been widely reported that senescence accumulation within otherwise healthy tissues is an off-target effect of chemotherapy^43^. We used Doxo, which is a chemotherapeutic agent that induces senescence through heightened DNA damage and oxidative stress via inhibition of topoisomerase II (ref. ^47^). Doxo treatment in cancer patients results in deleterious side effects such as cardiac toxicity, fibrosis, inflammation, frailty and fatigue associated with senescence and/or SASP release^43,47^. Three days of pretreatment with a low dose of HK followed by a single injection of Doxo significantly reduced p16 expression in p16^LUC^ reporter mice. In a separate experiment, HK treatment ameliorated Doxo-induced senescence and cardiotoxicity in human iCM by relieving prolongated QT intervals—an underlying pathomechanism in arrhythmogenic cardiomyopathy in patients^46^. Additional research, however, should examine the role of HK in preventing chemotherapy-induced senescence caused by chronic exposure to Doxo to better mirror clinical use. Luteolin—a principal constituent of HK—has already been demonstrated to attenuate Doxo-induced cardiotoxicity and oxidative stress in vitro and in vivo^55,56^. Furthermore, we were able to corroborate this with luteolin-treated Doxo-induced senescent iCMs.

Previous research has demonstrated that HK exerted antioxidant effects and promoted RNA expression of SIRT1 (ref. ^26^). In the present study, we have explored in greater detail the mechanisms by which HK exerts antisenescence activity. The HK phytocomplex has been shown to contain numerous constituents, including polyphenols and terpenoids. Among these, we elected to further evaluate six flavonoids, two phenolic acids and one lignan for their antisenescence properties in UV-B-treated IMR90 human lung fibroblasts. Among the tested compounds, luteolin, luteolin-7-O-glucuronide and 3,4-dicaffeoylquinic acid treatment displayed the only significant efficacy in preventing senescence accumulation as measured by SA-β-Gal assay. From these, we pursued further study into luteolin. Luteolin displayed similar antisenescence properties to HK in fibroblasts and iCM. Notably, the amount of luteolin that we tested in vitro is within the relative concentration range that can be identified from the concentrations of HK that we assessed, demonstrating the relevance of this dataset. UPLC-QTOF-MS chemical analysis revealed that luteolin or its glycoside derivatives in the form of glucuronide, diglucuronide and rutinoside represent approximately 40% of total flavonoids in the HK extract. Considering that previous literature indicates that glycoside/glucuronide derivatives of luteolin are known to be hydrolyzed to their aglycone form in vivo^27,57^, the role of luteolin in the mechanism of action of HK can be considered important.

Luteolin is not unique to SH and is a common dietary compound found in many edible vegetables and herbs. Luteolin has a known diversity of biological properties and possesses antioxidant, anti-inflammatory and anticancer properties^27,57,58^ and has been shown to ameliorate senescence or SASP in stress- or treatment-induced models of senescence in different cell types through the modulation of sirtuins, the AMPK/mTOR pathway, and NF-κB^21,22,48^. As with natural products with pharmacological diversity, it is difficult to ascribe a single phenotypic effect (for example, senescence induction) to a singular pathway. Broadly, flavonoids and polyphenol-rich plant-based foods or extracts have been reported to have a wide range of longevity-promoting effects via several mechanisms of action beyond senescence regulation, including modulation of the gut microbiome to sparing NAD^+^ levels^59,60^. Admittedly, our present work focuses extensively on senescence modulation, where it is feasible that HK and luteolin may also promote other life- and health-extending mechanisms, in line with previous in vitro investigations demonstrating that SH can attenuate excessive ROS and upregulate SIRT1 mRNA^24,26^. Nonetheless, given the multitude of reported cellular activities of luteolin^27,57,58^, we propose a new mechanism by which luteolin could specifically alter the senescence phenotype.

Through computational molecular docking, luteolin was predicted to bind the cell cycle regulator CDK6 with good affinity. Furthermore, luteolin was modeled to disrupt binding of the cell cycle inhibitor p16 to CDK6, which we confirmed by SPR. Here, luteolin significantly reduced the capacity of p16 to bind CDK6. We also tested fisetin, a flavonoid with a similar chemical identity and notable senolytic effects^13^. Interestingly, although we and others^61^ demonstrated that fisetin binds to CDK6 with good affinity, fisetin did not impact the p16–CDK6 interaction as determined by SPR. One possibility is that fisetin could disrupt the p16–CDK6 complex as analyzed by SPR at a higher concentration; however, we were unable to test this due to solubility of high concentrations of the flavonoid in the system. Furthermore, we hypothesize that, while both luteolin and fisetin bind to the same pocket in CDK6, luteolin has two –OH moieties oriented toward the p16 binding interface, whereas fisetin has an –OH group facing an internal position. In theory, this could explain their different ability to disrupt the p16–CDK6 interaction, despite their shared affinity for CDK6. However, additional biochemical analyses will be required to best understand this mechanism of action.

To confirm our finding, we utilized an in situ PLA to assess the interaction between p16 and CDK6. The PLA is an immunoassay that detects protein–protein interactions with a resolution of 40 nm. WI38 fibroblasts exposed to UV-B irradiation displayed significantly heightened PLA signal, in line with heightened p16 protein expression consequent with UV exposure. However, in luteolin-pretreated cells, the signal was significantly attenuated, without changing protein expression of p16 or CDK6 in UV-B exposed cells. Hence, the observed changes in the PLA signal due to luteolin are probably resultant from disruption of the p16–CDK6 interaction, thereby confirming our computational and SPR data.

Indeed, we further assessed the potential for disruption of the p16–CDK6 complex by luteolin by studying the phosphorylation of the immediate downstream target of CDK6 signaling, Rb. After 48 h of serum starvation, cells were released from cell cycle arrest by adding a serum-containing medium with or without HK or luteolin. After 6 h, approximately midway through the G_1_ phase of the cell cycle, HK or luteolin significantly increased Rb phosphorylation at residues known to be phosphorylated by CDK6 (refs. ^51,52^).

As heightened p16 expression is both a marker of cellular senescence and a mechanism underlying the development of senescence through cell cycle inhibition, disruption of the p16–CDK6 interaction and subsequent phosphorylation of Rb may represent a mechanism by which natural products can prevent or delay the onset of senescence. Further studies should be conducted to confirm the importance of inhibiting the p16–CDK6 interaction in aging. Previous studies demonstrate knockdown of p16 prevents replicative senescence in normal human diploid fibroblasts^62^. Similarly, transgenic *INK-ATTAC* mice, where the elimination of p16-positive senescent cells can be induced, display ameliorated age-related tissue dysfunction and life extension, thus suggesting that targeting the p16–CDK6 axis can improve quality of life in age-related illness and disease^63^. Indeed, the selective elimination of p16-positive cells in *INK-ATTAC* mice resulted in improved skeletal muscle function and larger muscle fiber diameters in aging, which mirrors our own findings of preserved grip strength, thicker muscle fibers and reduced senescence markers in old HK-treated mice compared with untreated mice. Ultimately, the notion that treatment with a natural product may inhibit p16 is an attractive alternative approach in developing substances intended for human use. Given the role of p16 as a cell cycle inhibitor, a potential concern may be that its inhibition could contribute to a potential oncogenic effect. However, luteolin intake is not linked to cancer; on the contrary, it has demonstrated anticancer effects and, in our study among mice treated with HK, no mice displayed heightened tumor development compared with age-matched untreated controls^57^. This observation could furthermore be linked to the prevention of senescence accumulation, as senescent nontransformed fibroblasts promote malignant transformation of epithelial cells in a SASP-dependent manner^64^.

This study may have some limitations. First, although our work evaluated various parameters associated with aging and identified modulation of cellular senescence as a mechanism by which HK supports lifespan, it is important to note that organismal aging is molecularly and cellularly heterogeneous and it is feasible that other hallmarks of aging are regulated by HK-treatment in vivo. We previously identified a role for HK in modulating oxidative stress, and SIRT1 mRNA in vitro^24,26^, which should be investigated in further animal studies with HK.

Secondly, while luteolin was identified from HK as possessing antisenescence properties, HK is a chemically complex botanical preparation. Indeed, inherent to the study of complex botanical extracts is the presence of hundreds of confounding variables regarding the identification of an active constituent. Although we applied in vitro techniques to identify luteolin from a pool of HK-derived constituents as a molecule of interest with antisenescence activity, we did not exhaustively evaluate the potential for synergistic combinations of these molecules as they would exist within the botanical extract. Furthermore, although we have linked treatment of HK with improved lifespan and healthspan, it is only speculative to suggest that one constituent (for example, luteolin) is responsible for this effect, in the absence of in vivo studies with a single purified agent. Hence, further studies should investigate luteolin and luteolin derivatives in lifespan and healthspan extension.

Third, our work utilized a single inbred strain of mice, C57BL/6. Although this is common practice, the use of genetically heterogeneous mice could produce results that minimize the effects of strain-specific tendencies as research artifacts^65–67^.

Taken together, our research demonstrates that HK, a flavonoid-rich standardized natural plant extract from SH, can significantly ameliorate age-associated tissue dysfunction in association with a modulation of the senescence phenotype. We identify that HK contains luteolin and that luteolin may be responsible for some of the antisenescence effects of HK in association with the disruption of the p16–CDK6 interaction. We show that HK treatment exerts significant gerosuppressant and life-extending effects with a relatively low dose and that it displays a favorable safety profile. These data provide a good platform for future research and development of HK as a medical food or pharmaceutical for the treatment of age-related diseases.

## Methods

### Mice

Experiments were performed in the animal facilities of the Pharmacy and Pharmacology Department of the University of Padova and the Veneto Institute of Molecular Medicine (VIMM) under Italian national and EU directives (2010/63/EU) for animal research with protocols approved by Institute Ethical Committee and the Italian Ministry of Health (672/2019-PR and 336/2020-PR). Aging experiments were performed using C57BL/6 mice purchased from Charles River at the age of 78 weeks or with animals bred and aged in the animal facility of the Pharmacy Department (University of Padova). Mice were maintained at room temperature (20–22 °C), with humidity at 55 ± 10 %, and exposed to a 12-h daylight cycle. The mice were specified pathogen-free according to the FELASA list (FELASA 2014) with colonies monitored by a sentinel program.

p16^LUC^ mice (B6.Cg-Cdkn2atm3.1Nesh Tyr c-2J/Nci) from N. Sharpless^45^ were obtained from the NCI Mouse Repository. p16^LUC^ mice were maintained under specific pathogen-free conditions in the IRB animal facility of the Università della Svizzera Italiana (Bellinzona, Switzerland), and experiments were performed according to state guidelines and approved by the local ethics committee (Dipartimento della Sanità e Socialità, Esperimenti su animali, Canton Ticino), authorization numbers 30275 and 34293. Mice were housed in groups of a maximum of five animals per cage and fed standard laboratory chow and sterile water. Mice were housed in single-vented cages, maintained at room temperature (20–22 °C), with humidity at 55 ± 10 %, and exposed to a 12-h daylight cycle. We bred homozygous mice to generate animals with two copies of the transgene (p16^Luc/Luc^). Experiments were conducted on 10-week-old mice.

### Statistics and reproducibility

Data analyses were carried out using GraphPad Prism v.10.2.0 or Microsoft Excel 2018. The data are represented as mean ± s.d. or s.e.m. where indicated. The survival probability of Fig. 1b was calculated using the log-rank test. The Cox proportional hazards regression analysis in Supplementary Table 1 was performed with SAS v.9.4 (SAS Institute Inc.). Two-sided, paired or unpaired *t*-tests, according to the experimental setting, were used to compare two groups in the indicated experiments. In most cases, one-way analysis of variance (ANOVA) with Dunnett’s, Holm–Šidák’s or Tukey’s multiple comparisons tests or Kruskal–Wallis with Dunn’s post hoc test were used to compare three or more groups, and are specifically indicated in the figure legends. In most experiments, data were assumed to be normally distributed. When needed, the Shapiro–Wilk normality test was calculated using GraphPad. Statistical analyses performed on RNA-seq datasets are specifically described in their respective methods section. No statistical method was used to predetermine sample size, and group sizes were determined based on the results of preliminary experiments. All samples meeting proper experimental conditions were included in the analysis; samples were excluded for reasons of compromised specimen integrity/quality that would have negatively affected the analysis. Operators were not blind to the mouse treatment conditions due to the recognizable nature of the treatment administered in the drinking water. Analysis performed by pathologists including kidney H&E and kidney p16 IHC were performed blind. In all the other cases, data collection and analysis were not performed blind to the conditions of the experiments.

### HK plant material

IBSA Farmaceutici Italia S.r.l. provided the HK extract and its preparation was described previously by Scrima et al.^28^ Briefly, HK is an hydroethanolic extract of the aerial parts of SH with a standardized plant:dry extract ratio of 7:1. HK extract is available upon request to the corresponding author.

### In vivo administration of plant extract

HK extract was administered at the dosage of 0.5 mg kg^−1^ day^−1^ in drinking water. Mice treatment started at 20 months of age. HK extract was replaced and prepared fresh on a weekly basis.

### In vivo aging parameter studies

The physical appearance parameters were evaluated on male and female animals housed in three different animal houses. Mice were checked on a weekly basis for the evaluation of typical aging signs, in particular: the status of the fur (color, vibrance and presence of alopecia), whisker loss, development of kyphosis, cataracts and palpable tumors. Operators attributed a score to each parameter (0–3 for fur status; 0–1 for the presence/absence of other signs) to evaluate animal status. Mouse weight was monitored, and the animals were sacrificed when a reduction greater than 20% was assessed (humane endpoint). Body composition analysis in mice was performed via quantitative nuclear magnetic relaxometry, EchoMRI-100 (EchoMRI LLC), without anesthesia.

In some experiments, age-matched animals were sacrificed after 4 months of treatment. Mice euthanized after 4 months are not included in the survival. Due to the involvement of different facilities, different cohorts were scored by different operators. Operators received the same training, every cohort was evaluated by the same operators for the whole duration of the experiment; however, the scoring method was not cross-validated for subjective scoring, and operators could not be blind to treatment, as the extract was administered in the drinking water.

### Grip strength assay

The forelimb strength of mice was measured using the grip strength assay (BIOSEB, BIO-GS3) following manufacturer instructions.

### Immunohistochemistry

For immunohistochemistry (IHC), tissues were fixed in 10% formalin (Thermo Scientific, cat. no. 5701) and embedded in paraffin according to standard procedures. Tissue sections (4 µm) were exposed to two washes with OTTIX plus solution (Diapath, cat. no. X0076) and subsequent hydration with OTTIX shaper solution (Diapath, cat. no. X0096) followed by deionized water. Antigen unmasking was performed by heating sections in the respective pH solutions based on the antibodies used at 98 °C for 20 min. Subsequently, the sections were blocked for peroxidases and nonspecific binding of antibodies using 3% H_2_O_2_ (VWR chemicals, cat. no. 23615.248) and Protein-Block solution (DAKO Agilent technologies, cat. no. X0909) respectively for 10 min and then incubated for 1 h at room temperature with anti-p16 (rabbit, 1:1,000, Abcam, cat. no. ab211542), anti-p27 (rabbit, 1:1,000, Abcam, cat. no. ab32034), anti-γH2AX (rabbit, 1:1,000, Cell Signaling, cat. no. 9718) or anti-53BP1 (rabbit, 1:1,000, Abcam, cat. no. ab21083) diluted in antibody diluent (Invitrogen, cat. no. 003118). Following washing, sections were incubated in biotinylated goat anti-rabbit IgG antibody (Vector Laboratories, cat. no. BP-9100) for 30 min, then stained with Vectastain ABC Kit (Vector Laboratories, cat. no. PK-6100) and ImmPACT DAB horseradish peroxidase (HRP) Substrate (Vector Laboratories, cat. no. SK-4105). H&E staining was additionally performed on tissues according to standard protocol^68^. The diameter of either glomeruli^34^ in H&E-stained kidney sections or hair follicles in H&E-stained skin was quantified by using IAperio ImageScope—Pathology Slide Viewing Software (v.12.3.3).

### Myofiber CSA evaluation

Gastrocnemius muscles were immediately frozen and conserved in liquid nitrogen for gene expression and proteome analysis. Tibialis anterior muscles were frozen in isopentane, cooled in liquid nitrogen, and stored at −80 °C for morphological and histological studies. Serial cryosections (10 μm) from anterior tibialis muscles were mounted on lysine-coated glass slides (Superfrost), air-dried and stained either with H&E or immune-stained for dystrophin and DAPI for myofiber CSA evaluation by analyzing images captured an inverted microscope (DM6 B, Leica) with SMASH Stand Alone (MATLAB application). For immunofluorescence staining, muscle cryosections were first allowed to reach room temperature, fixed in 4% PFA, washed three times with PBS for 5 min and then permeabilized in 0.1% Triton X-100 in PBS for 2 min. Slides were then blocked with 10% goat serum in 0.5% BSA in PBS for 30 min. Muscle sections were then incubated with anti-dystrophin primary antibody (1:100; ThermoFisher Scientific, cat. no. PA5-32388) diluted in 2% goat serum in 0.5% BSA in PBS at +4 °C overnight. Sections were washed three times in PBS before being incubated for 1 h at room temperature with goat anti-rabbit CY3 secondary antibody (1:150 dilution, ThermoFisher Scientific, cat. no. A10520) diluted in 2% goat serum in 0.5% BSA in PBS. After washing, sections were stained with DAPI and mounted in Fluorescence Mounting Medium (Dako, cat. no. S3023).

### PSR staining

For PSR staining, sections were deparaffinized, rehydrated and incubated for 1 h in PSR staining solution. After washing two times in acidified water, sections were dehydrated and mounted.

### RT–qPCR

Total RNA was extracted from samples using TRIzol reagent from Invitrogen. cDNA synthesis was performed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, ThermoFisher Scientific). qPCR reactions were performed with Power SYBR Green PCR Master Mix (Applied Biosystems, ThermoFisher Scientific), and experiments were performed according to the manufacturer’s instructions on a QuantStudio 5 real-time PCR System (Applied Biosystems, ThermoFisher Scientific) and QuantStudio Design and Analysis Software v.1.4.3. For experiments with iCMs and SenCMs, TRI-Reagent (Sigma-Aldrich) was used for extraction, GoScript Reverse Transcription System kit (Promega) for reverse transcription and a CFX Connect Real-Time PCR Detection System (Bio-Rad) was used per manufacturer instructions. The threshold cycle (Ct) of each gene was defined automatically and normalized to the geometric mean control housekeeping genes GAPDH and RPL27 (ΔCt value). The Livak method was used to calculate the ΔΔCt^69^. Specific primers used are indicated in Supplementary Table 5.

### RNA-seq data processing of murine samples and batch effect correction

The overall quality of sequencing reads was evaluated using FastQC^70^. Sequence alignments to the reference mouse genome (GRCm38.p6) were performed using STAR (v.2.6.1c) in two-pass mode. Gene expression was quantified at the gene level by using the comprehensive annotations made available by Gencode (M25 GTF-File). Samples were adjusted for library size and normalized with the variance stabilizing transformation (vst) in the R statistical environment using DESeq2 (v.1.28.1) pipeline. Samples originated from two separated sequencing experiments, and unsupervised PCA analysis of the top 2,000 most variable genes showed a clear experiment-related batch effect along the first principal component. This bias was corrected using the removeBatchEffect function (limma package), whereas sex and age group were set as batch covariates. 

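Among the 20 mice analysed here, the first principal component of the 2000 most variable genes after variance stabilization held 37.3% of the variance, and 81.2% of its variance lay between the batches (permutation test, p = 3e-05). Sex accounted for 0.163% and treatment for 0.0469% of this component. The second component held 23.3% of the variance and separated the sexes, with 97.5% of its variance between males and females (permutation test, p = 2e-05). Of the first 4 components, treatment took its largest share in the third, which held 9.57% of the variance and had 34.6% of it between HK-treated and untreated mice (permutation test, p = 0.00648, not adjusted for the components and factors compared). With each mouse left out in turn, the share of the first component between batches stayed between 73.7% and 86.2%.

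**Figure D2:**
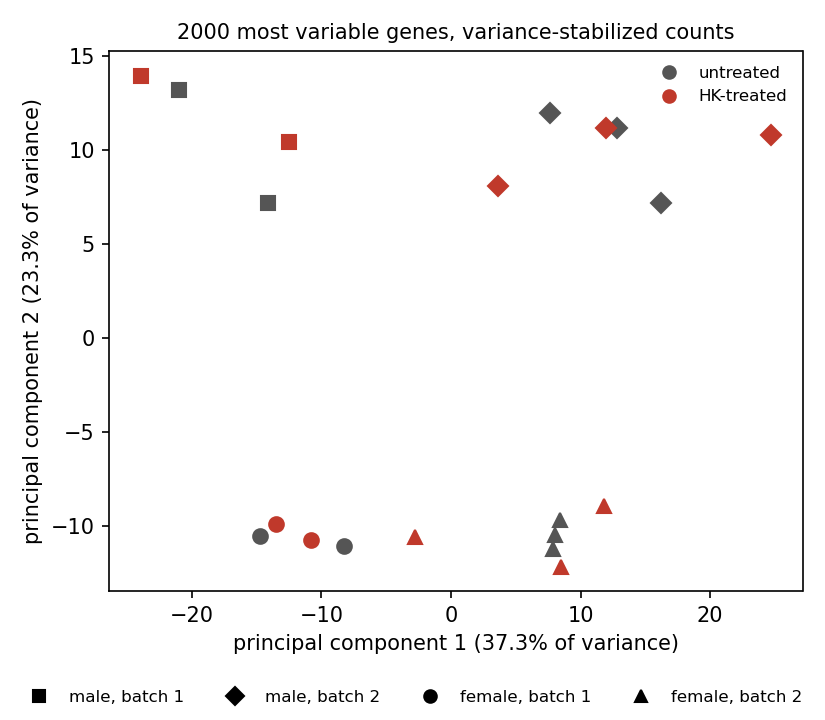
First and second principal component of the variance-stabilized counts of the 2000 most variable genes, with 1 point per mouse, coloured by treatment and with a symbol for sex and batch. The horizontal axis (37.3% of the variance) parts the batches and the vertical axis (23.3%) the sexes.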

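After removal of the batch with limma's removeBatchEffect from the values of the 20 mice, the first component held 34.5% of the variance and 97.5% of it lay between the sexes. Treatment then had 22.3% of the second component (permutation test, p = 0.0362). With sex removed as well, treatment had 19.7% of the first component (permutation test, p = 0.0507), so most of the variance along it lay between mice of the same group.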

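The sex labels were checked against genes of the sex chromosomes. Xist (ENSMUSG00000086503) on the X chromosome had 2434 to 6876 counts in the females and 0 to 15 in the males, and Ddx3y (ENSMUSG00000069045) on the Y chromosome had 761 to 2916 counts in the males and 0 or 1 in the females, so both genes fitted the label in all 20 mice. An interaction between treatment and sex was tested in edgeR over 13800 genes, and 0 passed an adjusted p of 0.05 (lowest 0.998), with 250 genes more positive and 233 more negative in males at an unadjusted p under 0.05. The treatment difference of the MOUSE_ADULT_UP score was -0.0823 in females and -0.232 in males, and this difference between the sexes of -0.15 was within the spread between mice (permutation test, p = 0.578).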

Subsequently, we adjusted expression data also for sex to identify gene expression changes occurring in a gender-independent manner.

### Generation of aging-related gene signatures

We performed differential expression analysis between muscle-specific transcriptomes of young mice and older animals using DESeq2, utilizing the Wald test for determining two-tailed *P* values. When comparing groups, we applied the embedded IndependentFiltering procedure to exclude genes that were not expressed at appreciable levels in most of the samples considered. We selected features showing an adjusted *P* value (*P*_adj_) < 0.05 and a log_2_ fold change (FC) >1 or <−1, which we used to build two signatures, namely MOUSE_ADULT_UP and MOUSE_ADULT_DN, consisting of 338 and 109 genes, respectively.

### Reversal of aging-related features in the muscle of HK-treated mice

We observed changes in gene expression in mice treated with HK when compared with age-matched adult controls. By sorting genes based on their *P* values, we conducted a GSEA utilizing the limma package (camera algorithm, nonparametric, rank-based). Our analysis revealed significant changes with custom-derived gene sets (MOUSE_ADULT_UP and MOUSE_ADULT_DN), indicating alterations contrary to those seen in normal aging due to HK treatment. For additional manually curated gene sets (Supplementary Table 3), we assessed statistical significance using Camera, with a nonparametric, rank-based approach and a presence filter requiring a baseMean ≥50. Normalized enrichment scores were calculated using GSEA preranked.

### Proteome profiler analysis

Cytokine analysis of mouse serum and tissue samples was performed using Proteome Profiler Mouse XL Cytokine Arrays (R&D Systems, cat. no. ARY028), following the manufacturer instructions. Analysis was performed using protein array analyzer (ImageJ).

### Histological evaluation of articulations

The methodology is described in Supplementary Methods.

### Microcomputed tomography analysis

The methodology is described in Supplementary Methods.

### Luminescence detection in Doxo-treated p16^LUC^ mice

p16^LUC^ reporter mice were monitored using IVIS imaging system (IVIS spectrum, Perkin Elmer) 7 days following Doxo injection. Xenolight D-luciferin (Perkin Elmer, cat. no. 122799) at 150 mg kg^−1^ was injected in mice 12 min before IVIS spectrum imaging.

### Cell lines

WI38 human lung fibroblasts and IMR90 human lung fibroblasts were obtained from ATCC (cat. nos. CCL-7 and CCL-186, respectively) and cultured in Minimum Essential Medium alpha (Gibco, cat. no. 32561029) supplemented with 10% FBS (Gibco, cat. no. 16000044) and 100 U ml^−1^ penicillin and 0.1 mg ml^−1^ streptomycin (Gibco, cat. no. 15140122). Normal human renal proximal tubular cells (HK-2) were purchased from ATCC (cat. no. CRL-2190), and cultured in DMEM containing 5 μg ml^−1^ insulin, 10 μg ml^−1^ human apotransferrin, 500 ng ml^−1^ hydrocortisone, 10 ng ml^−1^ epithelial growth factor, 6.5 ng ml^−1^ triiodothyronin, 5 ng ml^−1^ sodium selenite, 1% fetal calf serum, 25 IU ml^−1^ penicillin, 25 μg ml^−1^ streptomycin and 10 mM HEPES buffer.

### Human cardiomyocytes from induced-pluripotent-stem-cells

Human cardiomyocytes were derived from induced-pluripotent-stem-cell (iPS) using a cell line previously generated and established in our laboratory^46,71^. Differentiation of pluripotent cells into iCMs was obtained via WNT signaling pathway modulation. Briefly, at day 0, the iPS colony was plated in a 12-well Matrigel-coated plate in the presence of RPMI 1640 supplemented with B-27 minus insulin (ThermoFisher Scientific) and exposed to 4 μM CHIR99021 (Merck Millipore) for 48 h and 5 μM IWP4 (Merck Millipore) for a subsequent 48 h. On day 7, the medium was exchanged with RPMI 1640 with B-27 plus insulin (ThermoFisher Scientific). From days 10–17, iCMs were enriched by metabolic selection using a medium composed of RPMI 1640 without glucose (ThermoFisher Scientific), including 0.5 mg ml^−1^ human recombinant albumin, 0.2 mg ml^−1^ l-ascorbic acid 2-phosphate, and 4 mM lactate (Sigma-Aldrich). Afterward, iCMs were cultured in a maintenance medium at least to day 30 for further maturation.

### In vitro treatments

HK was dissolved in dimethylsulfoxide (DMSO, Sigma-Aldrich) and adjusted to the desired concentration in the cell culture medium. Individual constituents used in Fig. 5b were dissolved in DMSO and adjusted to a final concentration of 1 µM in MEMα for treatment. Tested compounds include 3,4-dicaffeoylquinic acid (MedChem Express, cat. no. HY-N0057), kaempferol (MedChem Express, cat. no. HY-14590), isorhamnetin (MedChem Express, cat. no. HY-N0776), isoquercetin (MedChem Express, cat. no. HY-N1445), luteolin (Tocris Bioscience, cat. no. 2874), luteolin-7-O-glucuronide (MedChem Express, cat. no. HY-N1463), nobiletin (MedChem Express, cat. no. HY-N015) and rosmarinic acid (MedChem Express, cat. no. HY-N0529).

### SA-β-Gal assay

Senescence was determined by using the SA-β-Gal staining kit (Cell Signaling Technology, cat. no. 9860) according to manufacturer directions. Quantifications were made on at least three images (containing roughly 400–500 cells per field) per experiment by determining the ratio of perinuclear blue-positive to perinuclear blue-negative cells. Fluorescent nuclear staining was performed using Hoechst 33342 (ThermoFisher Scientific, cat. no. H3570). All experiments were quantified by using ImageJ (v.1.54h, National Institutes of Health) software. For experiments with iCMs, analysis for determination of the total number of cells and cells positive for SA-β-Gal was performed with gen5 software (Agilent) in an automated fashion.

For tissue-specific SA-β-Gal assay, immediately after harvesting, kidney samples were stored in optimal cutting temperature compound and snap frozen at −80 °C. The samples were then cut (10 µm) by cryostat. SA-β-Gal staining was performed using the Senescence β-Galactosidase Staining Kit (Cell Signaling Technology) according to the manufacturerʼs instructions. Counterstaining was performed using Eosin (Alcohol-based Diapath, cat. no. C0352).

### Senescence induction in fibroblasts and renal cells

IMR90 fibroblasts were seeded into T75 cm^2^ flasks (Sarstedt) at a density of 5,000 cells cm^−2^ and pretreated with 10 μg ml^−1^ HK or flavonoids (as indicated in Fig. 5b) for 48 h before UV-B irradiation. The culture medium containing the pretreatment was removed, and PBS was added to the cells before UV-B irradiation (200 mJ m^−2^). Irradiation was performed with an Opsytec Dr. Gröbel GmbH Irradiation Chamber. Following irradiation, the prewarmed culture medium containing the respective treatment was added to the flask. Cells were cultured for 5 days to develop a senescent phenotype before seeding in 24-well plates for SA-β-Gal staining.

Doxo was used to induce senescence in WI38 fibroblasts. Cells were pretreated with or without Lut or HK 48 h before the addition of 100 nM Doxo. Following 48 h of exposure to Doxo, the medium was changed to remove Doxo and include either vehicle, Lut or HK for an additional 3 days before seeding in 24-well plates for SA-β-Gal staining.

HK-2 cells were induced to senescence with 100 mg ml^−1^ of albumin for 4 days after pretreatment with Lut or HK for 48 h.

### Induction of senescence in human cardiomyocytes

Senescent phenotype was induced in cardiomyocytes (SenCM) by acute (3 h) exposure to Doxo as previously described^46^. Spontaneously beating iCMs were enzymatically dissociated (Multi Tissue Dissociation Kit 3, Miltenyi Biotec) and plated in Synthemax II-SC Substrate (Corning)-coated wells (5 × 10^4^ cells cm^−2^). After 24 h, iCMs were exposed to 0.2 µM Doxo. After 3 h, cells were washed twice with PBS and placed back in fresh maintenance medium. SenCMs were then treated with HK or Lut and then used for electrophysiological measurement by a multielectrode array (MEA) system or for SA-β-Gal staining.

### Microelectrode arrays

The methodology is described in Supplementary Methods.

### Profiling of secondary metabolites in HK

The methodology is described in Supplementary Methods.

### Determination of luteolin in plasma

The methodology is described in Supplementary Methods.

### Surface plasmon resonance

The interaction between P16 (Sigma-Aldrich, cat. no. SRP3134) and CDK6 (Abcam, cat. no. ab84717) in the presence or not of Luteolin and Fisetin was evaluated at 25 °C by Surface Plasmon Resonance (SPR). In particular, P16 dissolved at a concentration of 200 nM in acetic buffer (pH 4.5) was immobilized on a CM5 chip (Cytiva) through standard amine coupling. Subsequently, increasing concentrations of CDK6 at the dosages of 7.8 nM, 15.6 nM, 31.25 nM, 62.5 nM and 125 nM were injected using a single-cycle kinetics setting. The same experiments were run, including a fixed concertation of 80 mM of Fisetin or Luteolin in the injected samples; 10 mM HEPES pH 7.4, 150 mM NaCl, 3 mM EDTA and 0.005% Tween-20 was used as running buffer. For the experiments run in the presence of Luteolin or Fisetin, 50% of DMSO was added to ensure ligand solubility. All measures were performed with a Biacore 8K instrument, and the Biacore Insight Evaluation Software (v.5.0.18.22102) to analyze the data. To evaluate the reduction of the CDK6-P16 binding in the presence of small molecules, we considered the normalized maximum response unit (RU). This value was obtained by dividing the RU value reached at the end of the injection with the highest concentration of CDK6 by the RU values of the immobilized P16 in the corresponding channel.

### Docking calculations

To obtain atomistic structures of the CDK6–Luteolin complex, we performed docking calculations with Glide using the standard precision mode^49^. The structure of the CDK6–fisetin complex identified from PDB code 1XO2 (ref. ^61^) and prepared by the protein preparation wizard module of the Schrodinger suite was used as the target structure. The grid necessary to perform the docking calculations was centered on the fisetin molecule.

### Proximity ligation assay

WI38 cells were grown on eight-well chamber slides (Nunc, Lab-Tek, cat. no. 177402), treated with DMSO or different concentrations of luteolin, and irradiated with 200 mJ m^−2^ UV-B in an Opsytec Dr. Gröbel GmbH Irradiation chamber. Following an additional 6 h of incubation, cells were washed and fixed in 4% paraformaldehyde. Following three washes with PBS, cells were permeabilized with 0.25% Triton X-100 in PBS for 15 min before blocking buffer supplied by Duolink (Sigma-Aldrich, cat. no. DUO92101) was applied for 1 h. Cells were then incubated overnight at 4 °C with anti-CDK6 (mouse, 1:50; Santa Cruz) and with anti-p16-INK4a (rabbit, 1:50; Proteintech, cat. no. 10883-1-AP). Additional steps such as incubation with secondary probes, washes and mounting was carried out as specified by the manufacturer with Duolink reagents. Images were acquired by an LSM 800 confocal microscope with ZEN v.2.1 software (ZEISS) and the MFI of each cell was analyzed by ImageJ v.1.54h.

### Western blot

Quantum Micro Protein Bicinchoninic Protein Assay (Euroclone) was used to determine the concentration of protein in cell lysates following trypsinization, pelleting and lysis in ice-cold RIPA buffer supplemented with protease (Roche Molecular Biochemicals) and phosphatase inhibitor cocktails (Sigma-Aldrich). Gel electrophoresis was loaded with 15 µg of protein from each sample on a precast 4–12% Bis-Tris ten-well gel (Invitrogen, ThermoFisher Scientific) in an XCell SureLock Mini-Cell system (Invitrogen, ThermoFisher Scientific). Protein was transferred onto a 0.2 µm nitrocellulose membrane (Bio-Rad) with a Trans-Blot Turbo system (Bio-Rad). The membrane was exposed to anti-HSP90 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 4877), anti-CDK6 (rabbit, 1:1,000; Abcam, cat. no. ab288368), anti-CDK4 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 12790S), anti-p53 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 12790), anti-p21 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 2947), anti-p16 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 80772), anti-Cyclin D1 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 2978), anti-GAPDH (mouse, 1:1,000; Santa Cruz, cat. no. SC-365062), anti-Phospho S6 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 4857S), anti-Phospho-4EBP1 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 2855), anti-Phospho-eIF2α (rabbit, 1:1000; Cell Signaling Technology, cat. no. 3398T), anti-LC3A/B (rabbit, 1:1000; Cell Signaling Technology, cat. no. 12741T), anti-PGC1alpha (rabbit, 1:1,000; GeneTex, cat. no. GTX135859-25UL), anti-GAPDH (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 5174), anti-Phospho Rb specific for residues Ser807/811 (rabbit, 1:1,000; Cell Signaling Technology, cat. no. 9308) or anti-β-Actin (mouse, 1:1,000; Santa Cruz Biotechnology, cat. no. sc-69879) antibodies after blocking with a 1% bovine serum albumin solution. Following three washes in 1× TBS-T, the membrane was incubated with HRP-conjugated anti-rabbit secondary antibody (goat, 1:10,000; Abcam, cat. no. ab6721) or HRP-conjugated mouse IgG k binding protein (1:5,000; Santa Cruz Biotechnology, cat. no. sc-516102). According to the manufacturerʼs instructions, the membrane was analyzed by adding a chemiluminescent ECL Plus substrate (Euroclone) with a UviTec Alliance Q9 Atom automatic imager. The band intensity was quantified by densitometry with ImageJ processing.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Methods.

Reporting Summary

Supplementary Table 1 Cox proportional hazard regression analysis comparing HK-treated to UT mice in aging. Three models were calculated to determine the influence of animal facility and sex on the effects of treatment. *P* values are two-tailed.

Supplementary Table 2 Transcriptomic signatures MOUSE_ADULT_UP and MOUSE_ADULT_DN. Total RNA was extracted from the gastrocnemius muscle of young (4 months old), old untreated (24 months old) and old treated (24 months old, 4 months of treatment) animals (Young *n* = 8, UT *n* = 10, T *n* = 10). Wald statistical test was used to determine significance of differential expression (*P* values are two-tailed). The same Wald statistics were used to determine enrichments for the MOUSE_ADULT_UP and MOUSE_ADULT_DN gene signatures (*P* values, two-tailed).

Supplementary Table 3 GSEA of manually curated gene sets corresponding to different aging-related pathways in muscle tissue from HK-treated and untreated 24-month-old animals after 4 months of treatment (*n* = 10). Statistical significance was assessed using camera, with a nonparametric, rank-based approach and a presence filter requiring a baseMean ≥50. Normalized enrichment scores were calculated using GSEA preranked.

Supplementary Table 4 Characterization of HK extract. Characterization was performed by UPLC-QTOF, after extracting the sample in methanol. A representative chromatogram is reported in Fig. 5a, while the characterization results are shown in this Table.

Supplementary Table 5 List of primer sequences for RT–qPCR analysis.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 6 Unprocessed western blots.

Source Data Extended Data Figs. 1–5. Statistical source data.

Source Data Extended Data Fig. 3c Unprocessed western blots.

Source Data Extended Data Fig. 5d Unprocessed western blots.

## Data Availability

RNA-seq data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) under the accession code GSE266005. The crystallographic data used in this study are available from the Protein Data Bank under accession code 1XO2. Statistical source data for Figs. 1, 3–6 and Extended Data Figs. 1–5 are provided with this paper. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Targeting senescence induced by age or chemotherapy with a polyphenol-rich natural extract improves longevity and healthspan in mice
**Source:** Nat Aging. 2024 Jul 1;4(9):1231–48. doi: 10.1038/s43587-024-00663-7
**Supplement:** Supplementary file 3 — Cox proportional hazard regression analysis comparing HK-treated to UT mice in aging. Three models were calculated to determine the influence of animal facility and sex on the effects of treatment. P values are two-tailed.

**Table S1** Cox proportional hazard ratios comparing HK-treated to UT mice in aging. Three models were calculated to determine the effect of facility and sex on the effects of treatment.

|                                                              |                     |                    |                         |               |       |
|--------------------------------------------------------------|---------------------|--------------------|-------------------------|---------------|-------|
|                                                              |                     |                    |                         |               |       |
| <b>Model 1: Unadjusted</b>                                   |                     |                    |                         |               |       |
|                                                              |                     | <b>P<br/>value</b> | <b>Hazard<br/>Ratio</b> | <b>95% CL</b> |       |
| <b>Treatment</b>                                             | <b>HK vs<br/>UT</b> | 0.0064             | 0.54                    | 0.347         | 0.841 |
|                                                              |                     |                    |                         |               |       |
| <b>Model 2: stratified by facility</b>                       |                     |                    |                         |               |       |
| <b>Treatment</b>                                             | <b>HK vs<br/>UT</b> | 0.0115             | 0.559                   | 0.356         | 0.878 |
|                                                              |                     |                    |                         |               |       |
| <b>Model 3: stratified by facility &amp; adjusted by sex</b> |                     |                    |                         |               |       |
| <b>Treatment</b>                                             | <b>HK vs<br/>UT</b> | 0.0226             | 0.577                   | 0.359         | 0.926 |
| <b>Sex</b>                                                   | <b>Female</b>       | 0.6525             | 0.898                   | 0.561         | 1.437 |

# Supplementary material for: Targeting senescence induced by age or chemotherapy with a polyphenol-rich natural extract improves longevity and healthspan in mice
**Source:** Nat Aging. 2024 Jul 1;4(9):1231–48. doi: 10.1038/s43587-024-00663-7
**Supplement:** Supplementary file 7 — List of primer sequences for RT–qPCR analysis.

Supplementary Table 5 - List of primer sequences for q-RT-PCR analysis

| mRNA                       | Primer                                   |
|----------------------------|------------------------------------------|
| Mus musculus <i>Colla1</i> | Sense: 5'-GCTCCTCTTAGGGGCCACT-3'         |
|                            | Anti-sense: 5'-CCACGTCTCACCATTGGGG-3'    |
| Mus musculus <i>Col3a1</i> | Sense: 5'-ACGTAGATGAATTGGGATGCAG-3'      |
|                            | Anti-sense: 5'-GGGTTGGGGCAGTCTAGTG-3'    |
| Mus musculus <i>Fn1</i>    | Sense: 5'-ATGTGGACCCCTCCTGATAGT-3'       |
|                            | Anti-sense: 5'-GCCCAGTGATTTTCAGCAAAGG-3' |
| Mus musculus <i>Cdk1na</i> | Sense: 5'-CCCCCAATCGCAAGGATTCTT-3'       |
|                            | Anti-sense: 5'-CTTGGTTCGGTGGGTCTGTC-3'   |
| Mus musculus <i>Tp53</i>   | Sense: 5'-CTCTCCCCCGCAAAGAAAAA-3'        |
|                            | Anti-sense: 5'-CGGAACATCTCGAAGCGTTTA-3'  |
| Mus musculus <i>Gapdh</i>  | Sense: 5'-AGGTCGGTGTGAACGGATTTG-3'       |
|                            | Anti-sense: 5'-TG TAGACCATGTAGTTGAGGT-3' |
|                            |                                          |
| Homo sapiens <i>CDK1NA</i> | Sense: 5'-CACCTCACCTGCTCTGCTGC-3'        |
|                            | Anti-sense: 5'-GCTGGTCTGCCGCCGTTTT-3'    |
| Homo sapiens <i>RPL27</i>  | Sense: 5'-TGGTAGGGCCGGGTGGTTGC-3'        |
|                            | Anti-sense: 5'-ACTTTGCGGGGGTAGCGGTC-3'   |
| Homo sapiens <i>GAPDH</i>  | Sense: 5'-TGCACCACCAACTGCTTAGC-3'        |
|                            | Anti-sense: 5'-GGCATGGACTGTGGTCATGAG-3'  |

# Supplementary material for: Targeting senescence induced by age or chemotherapy with a polyphenol-rich natural extract improves longevity and healthspan in mice
**Source:** Nat Aging. 2024 Jul 1;4(9):1231–48. doi: 10.1038/s43587-024-00663-7

Ponceau

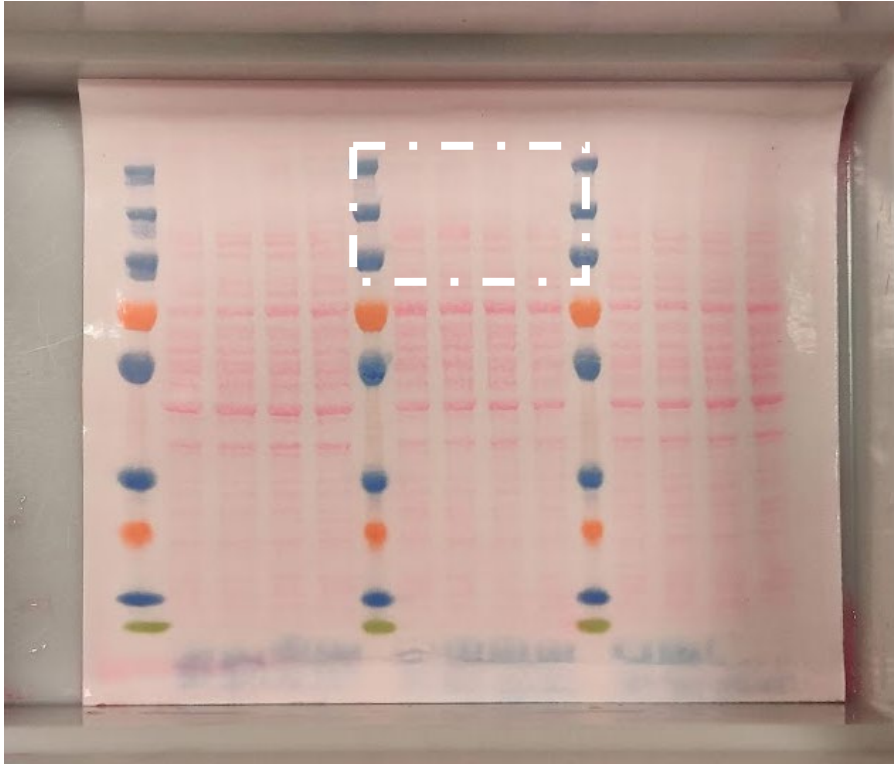

HSP90

115 kDa —

80 kDa —

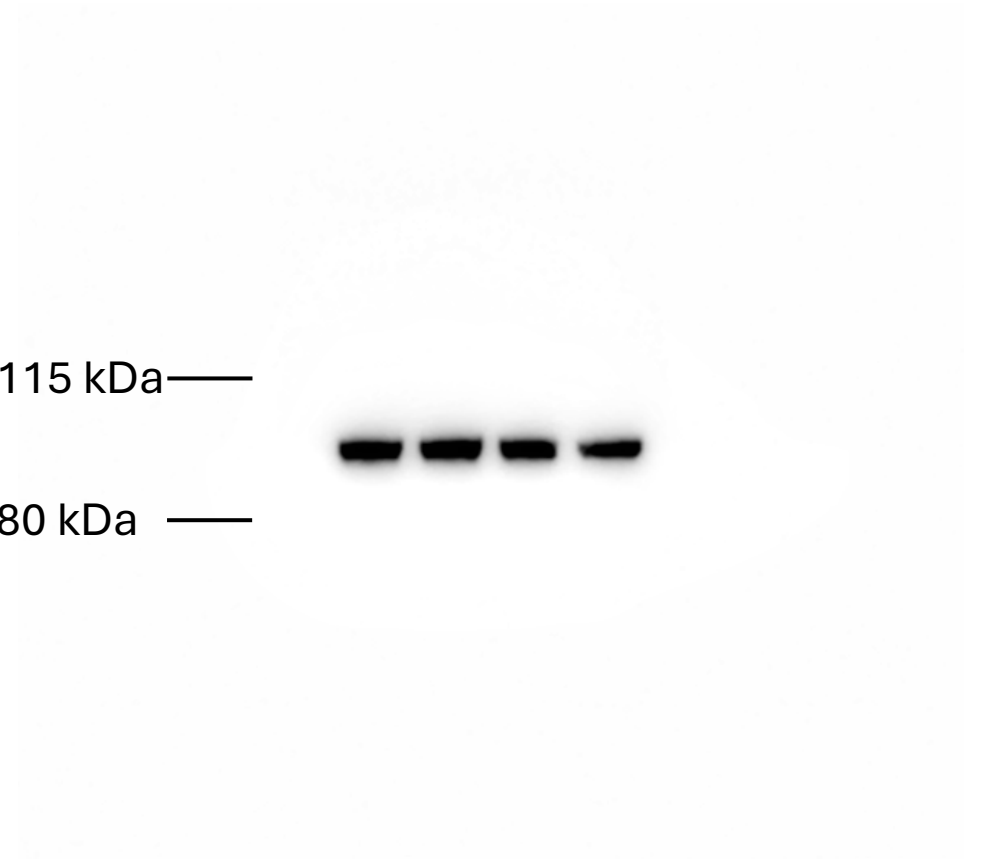

Ponceau

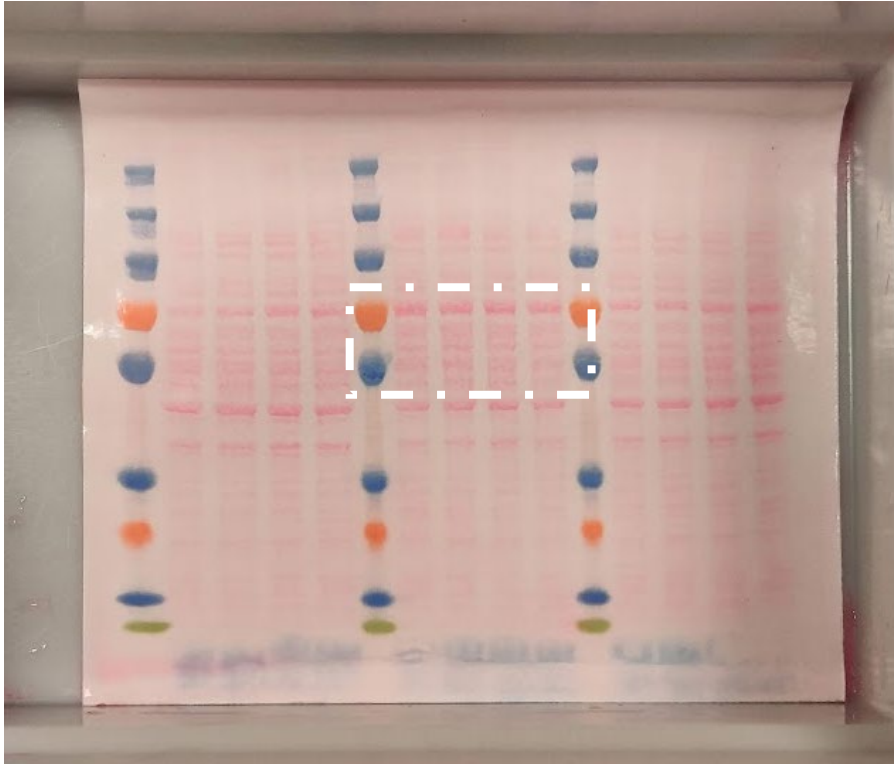

p53

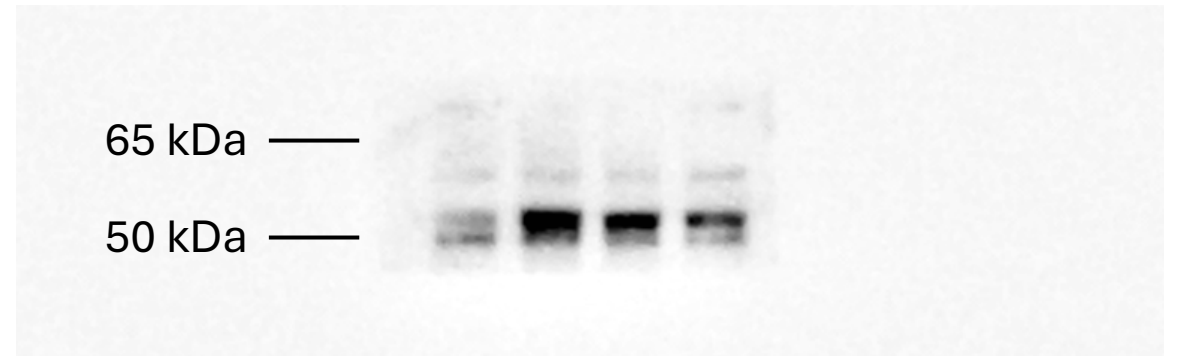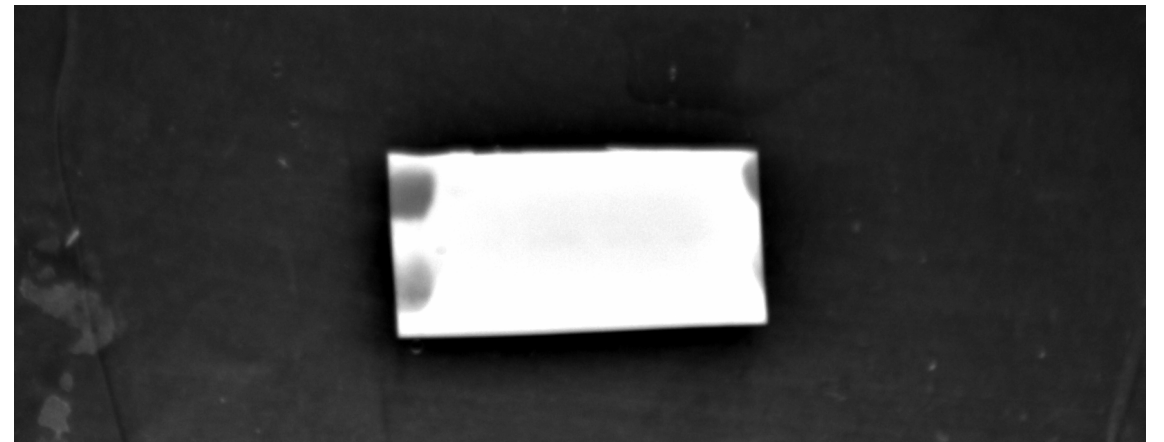

Ponceau

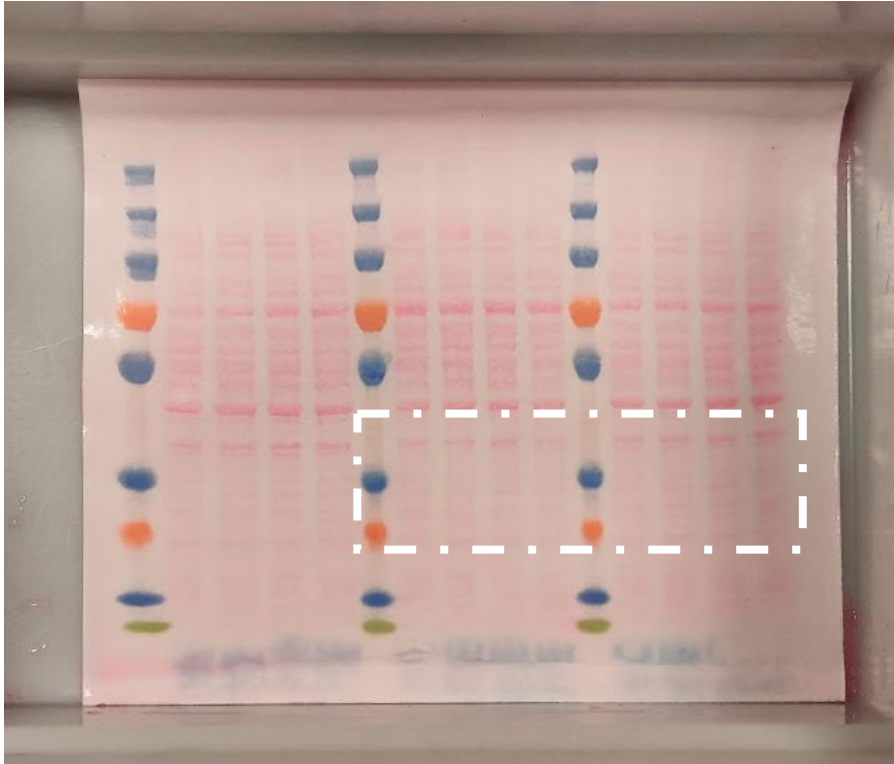

CDK4

30 kDa

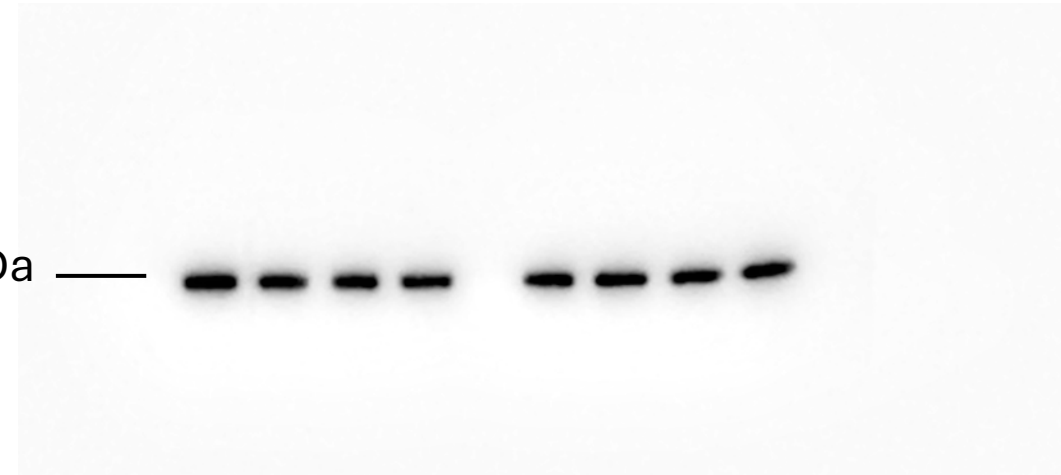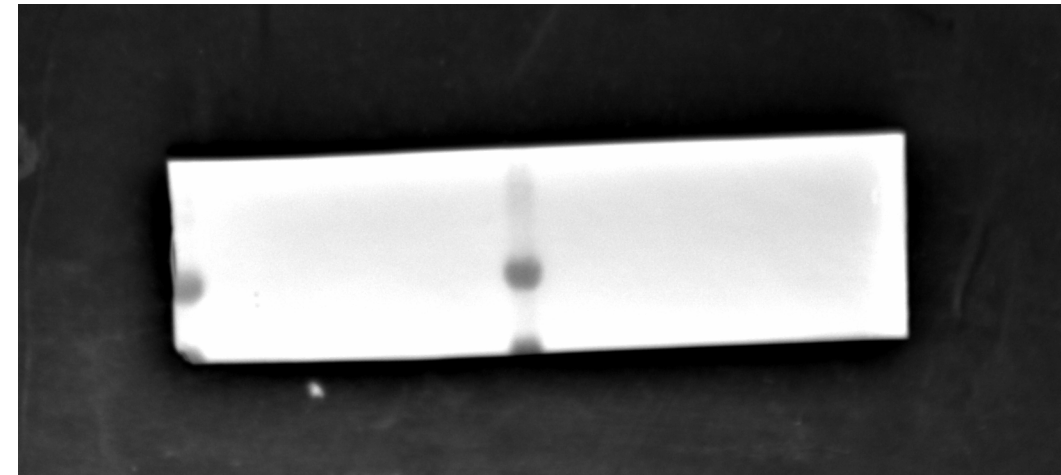

Ponceau

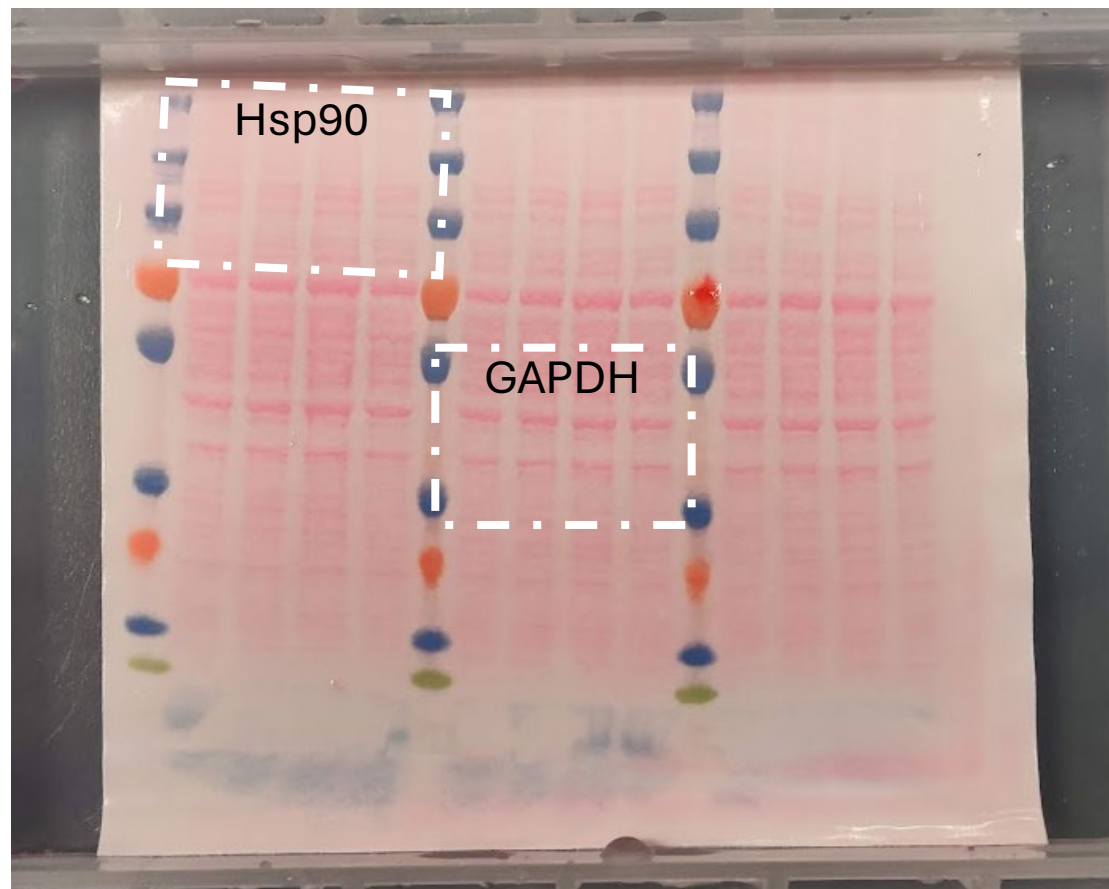

Hsp90

115 kDa —

80 kDa —

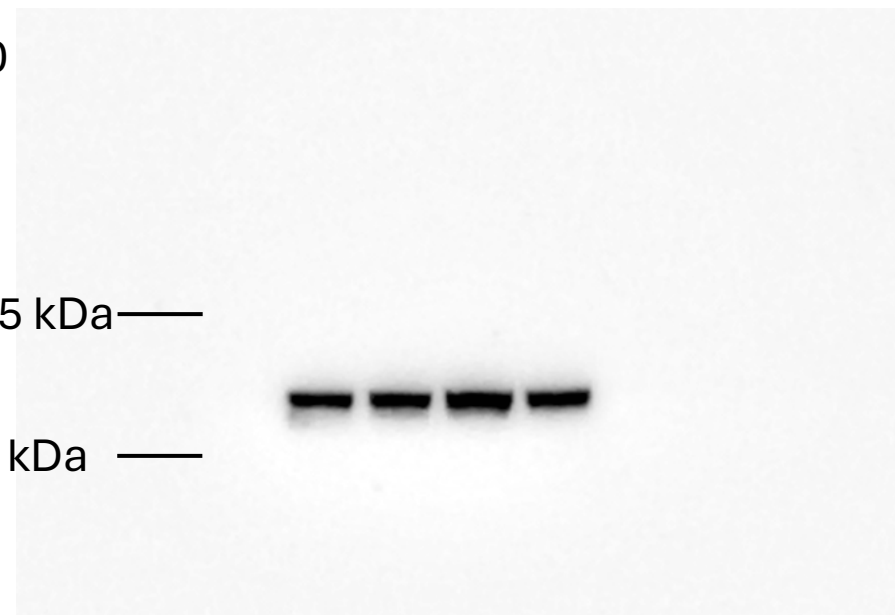

GAPDH

50 kDa —

30 kDa —

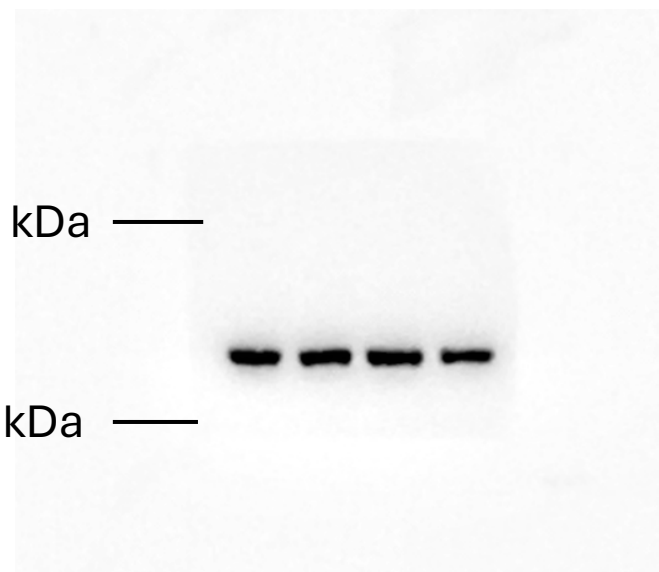

Ponceau

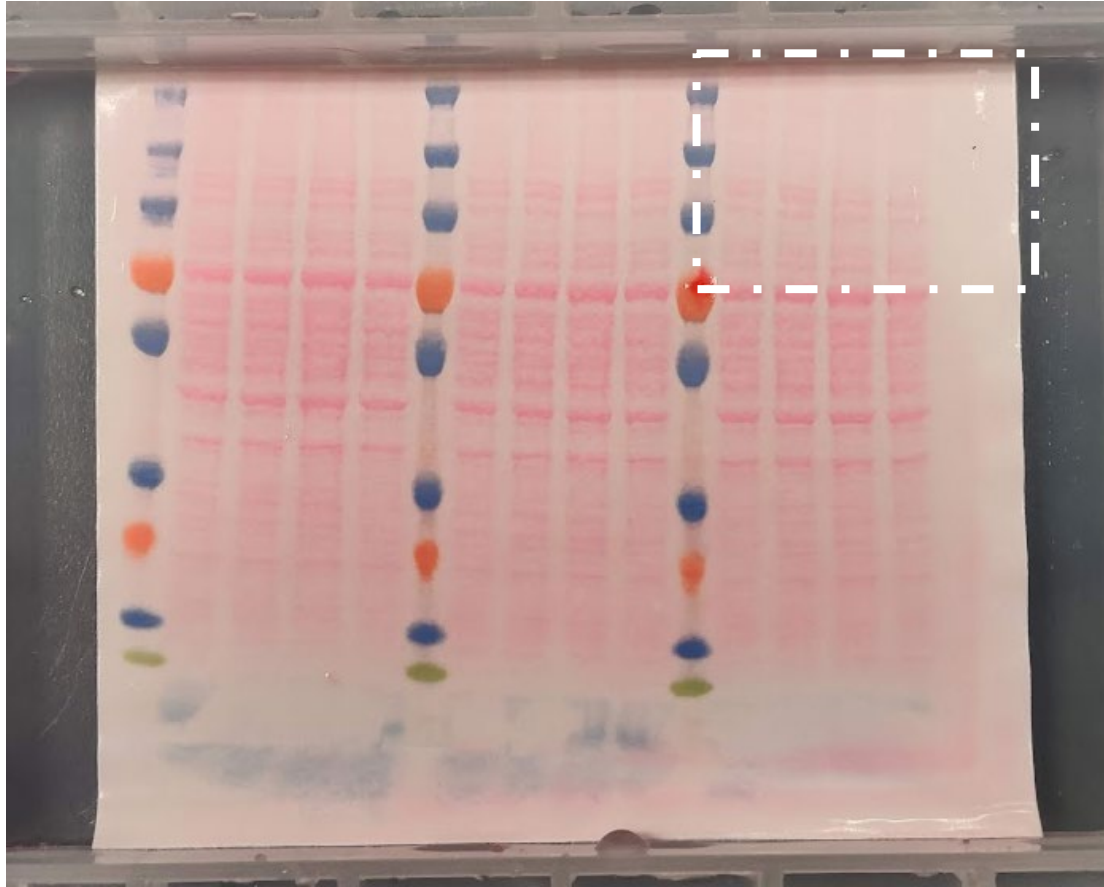

hsp90

115 kDa —

80 kDa —

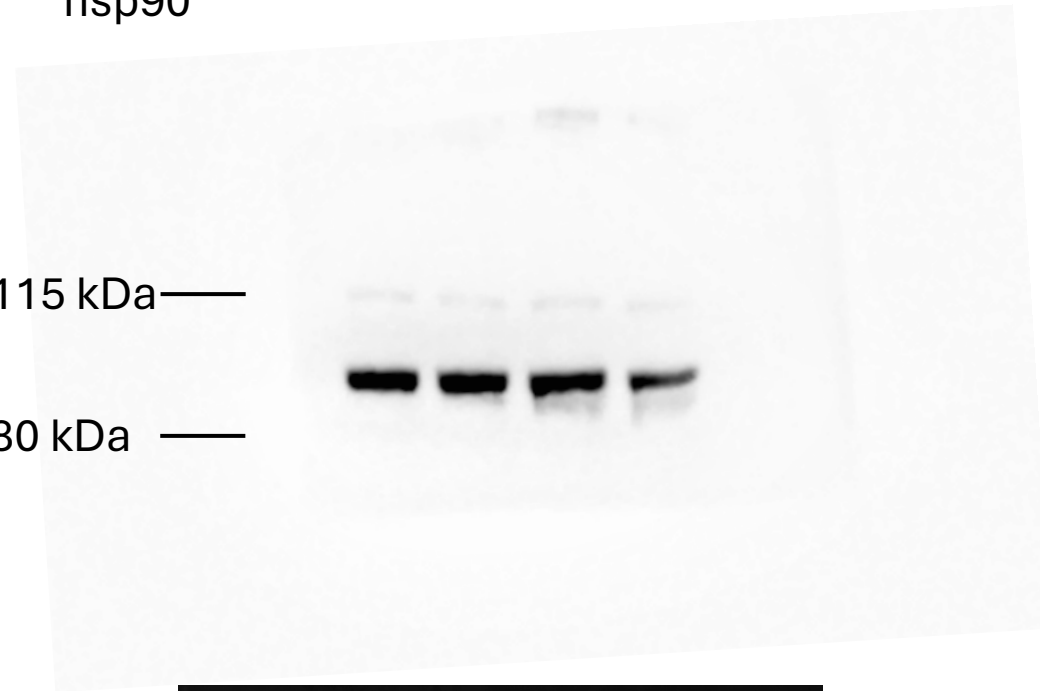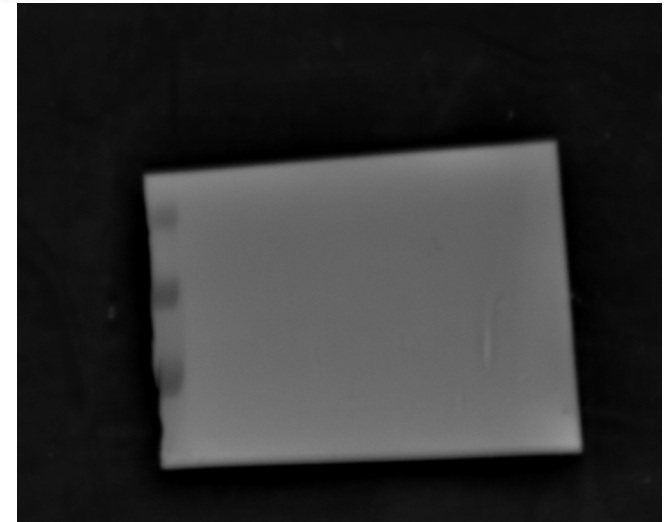

Ponceau

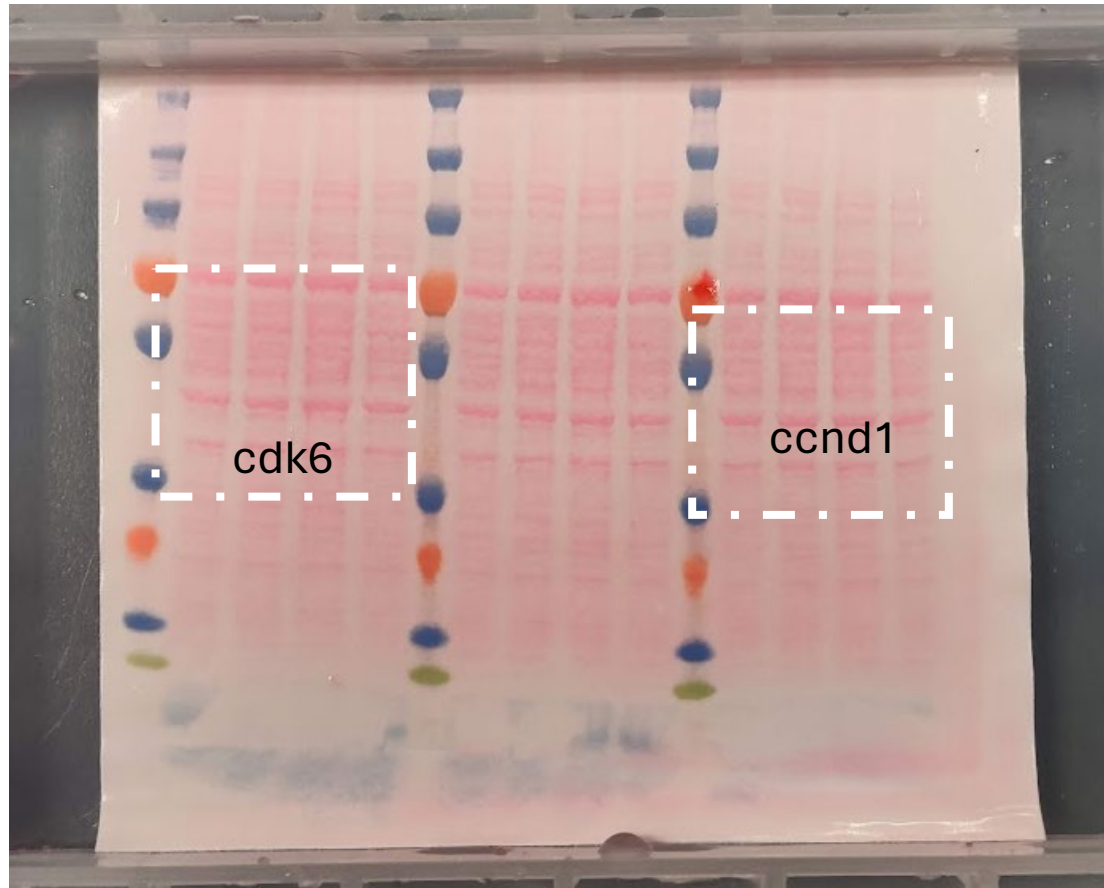

Cyclin D1

50 kDa —

30 kDa —

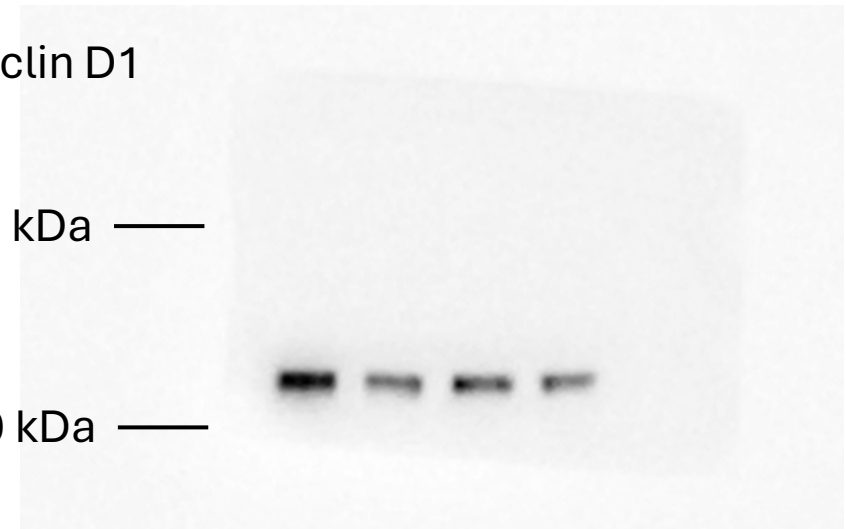

CDK6

65 kDa —

50 kDa —

30 kDa —

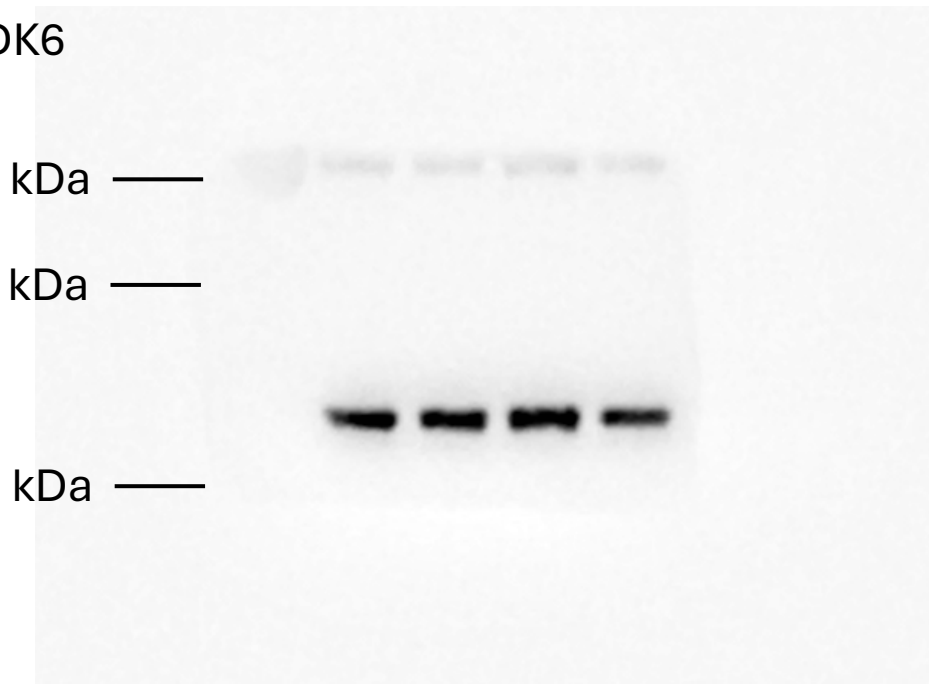

Ponceau

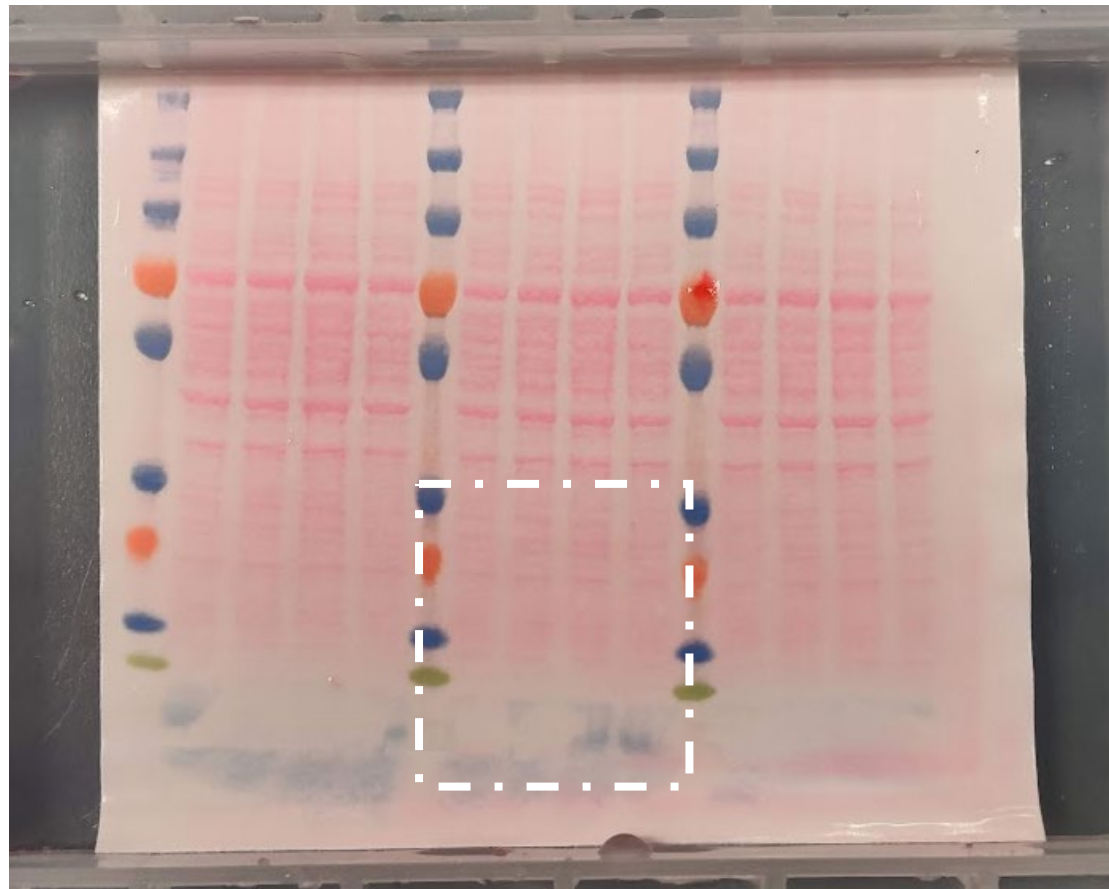

p21

25 kDa —

15 kDa —

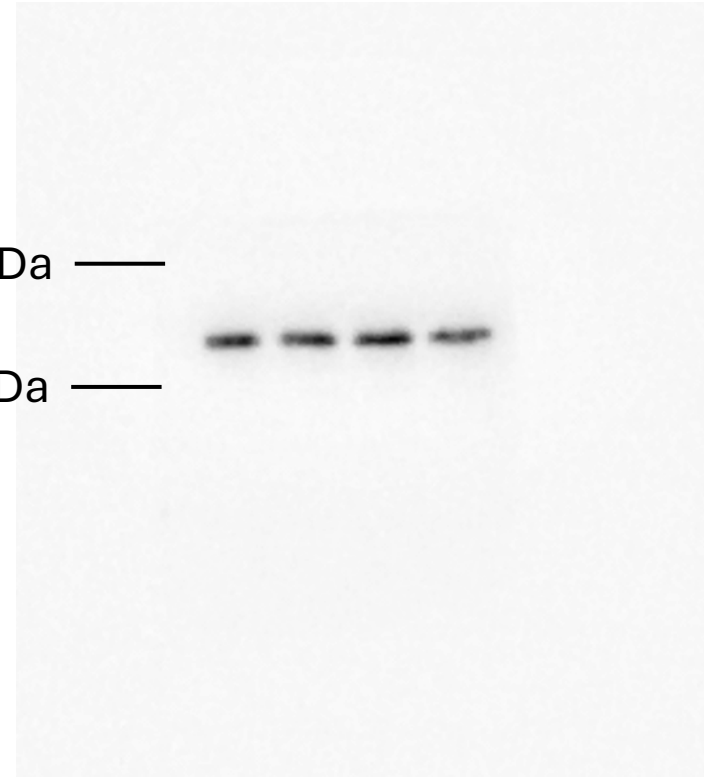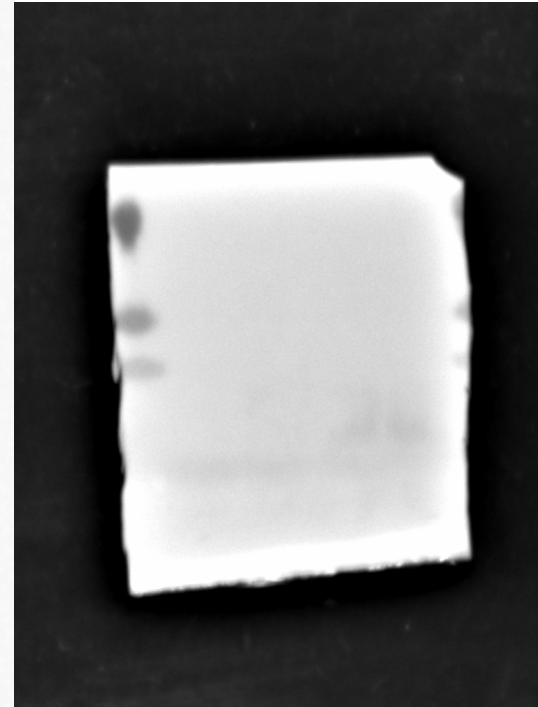

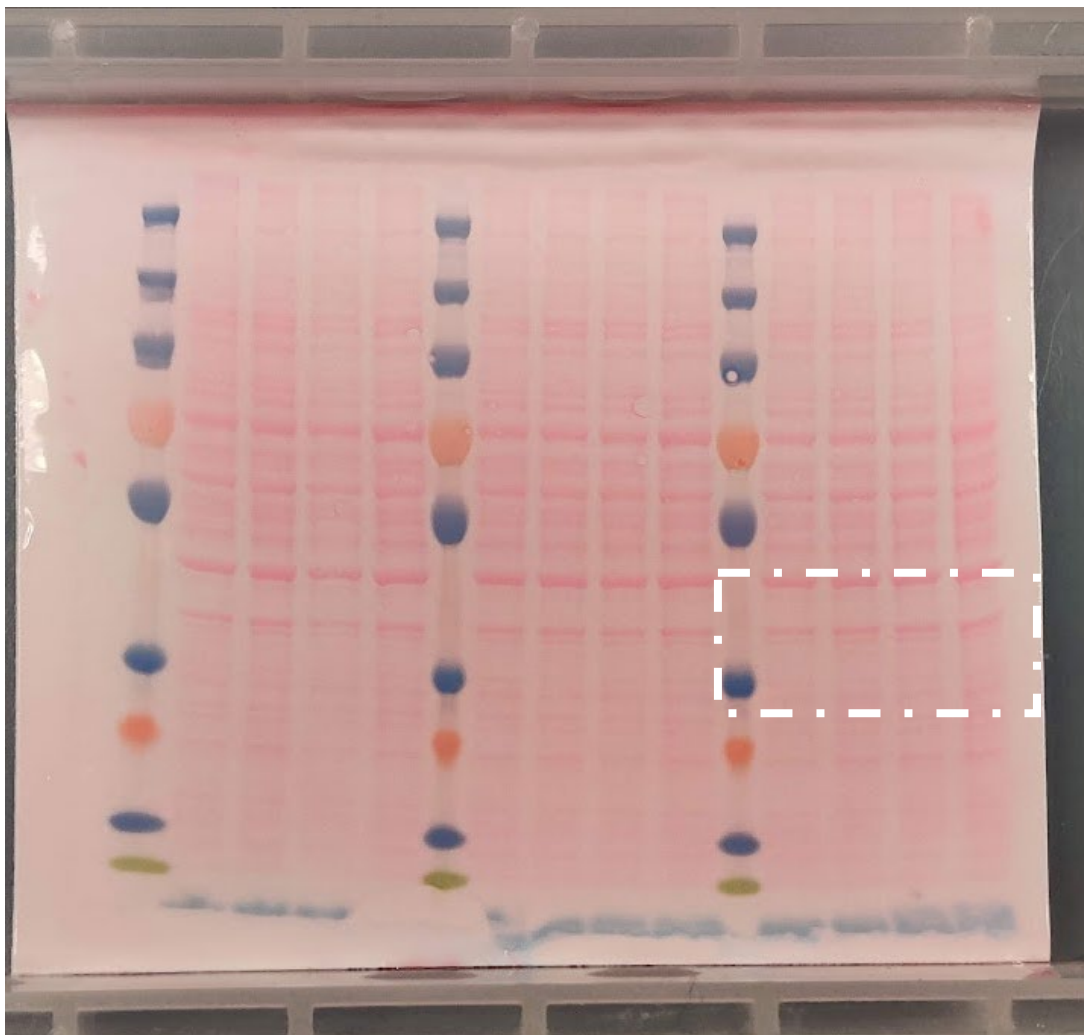

GAPDH

30 kDa —

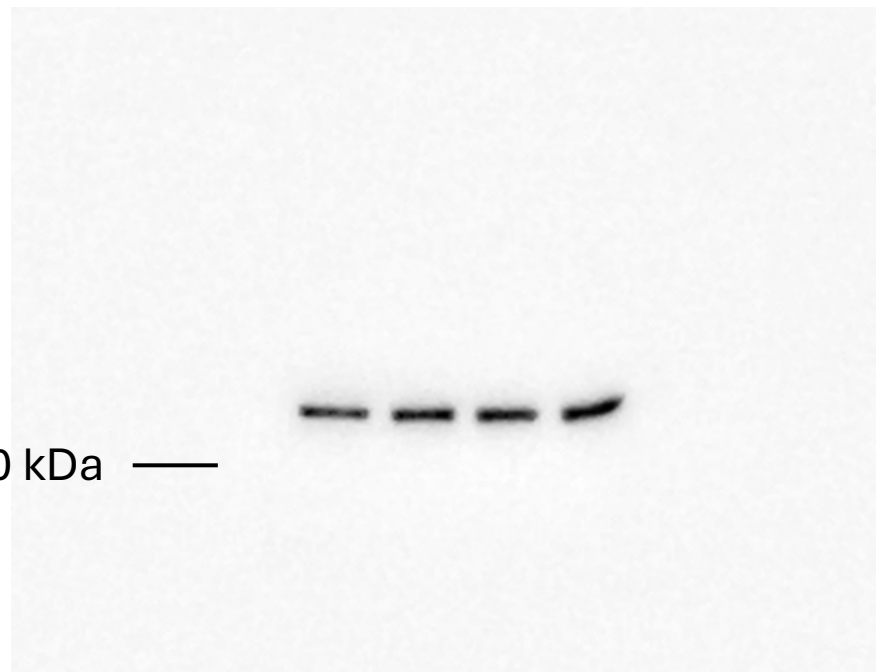

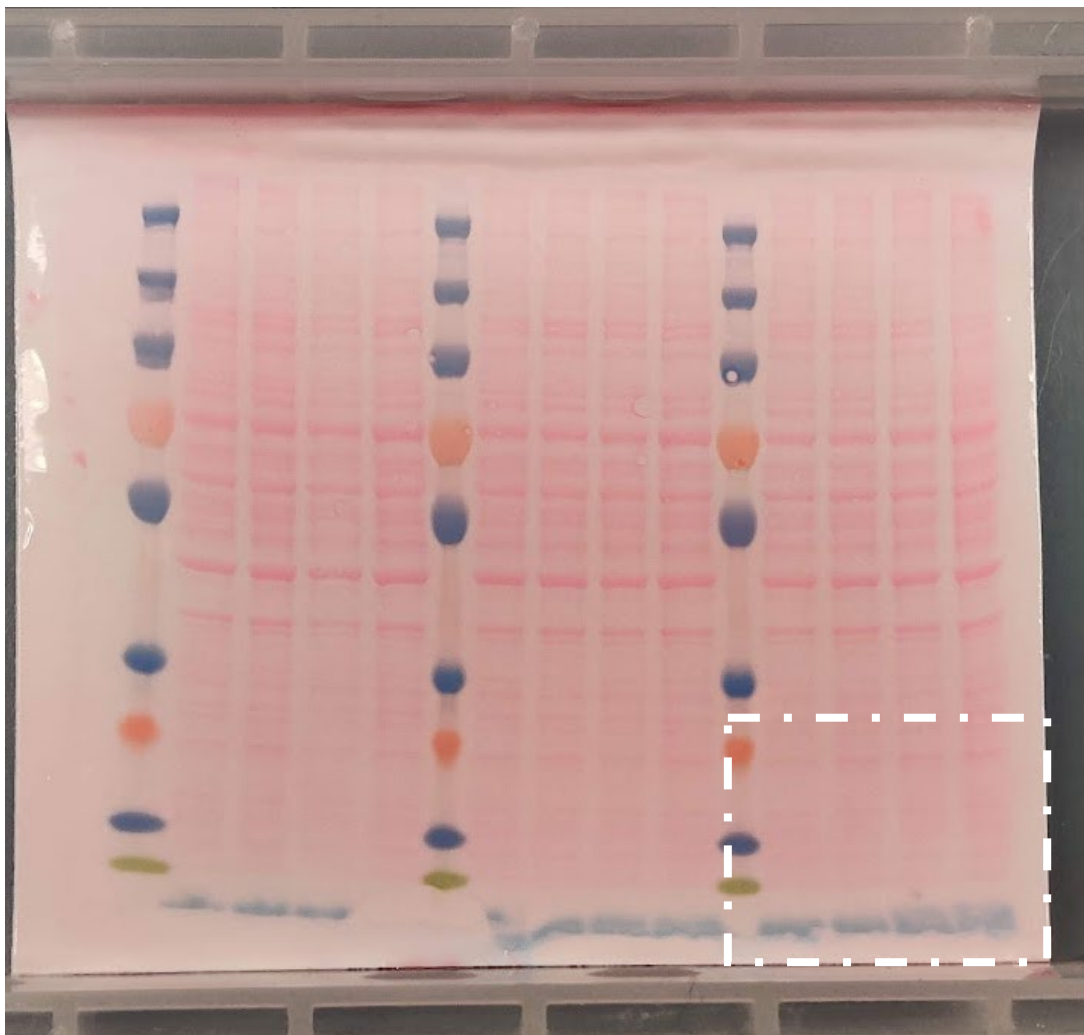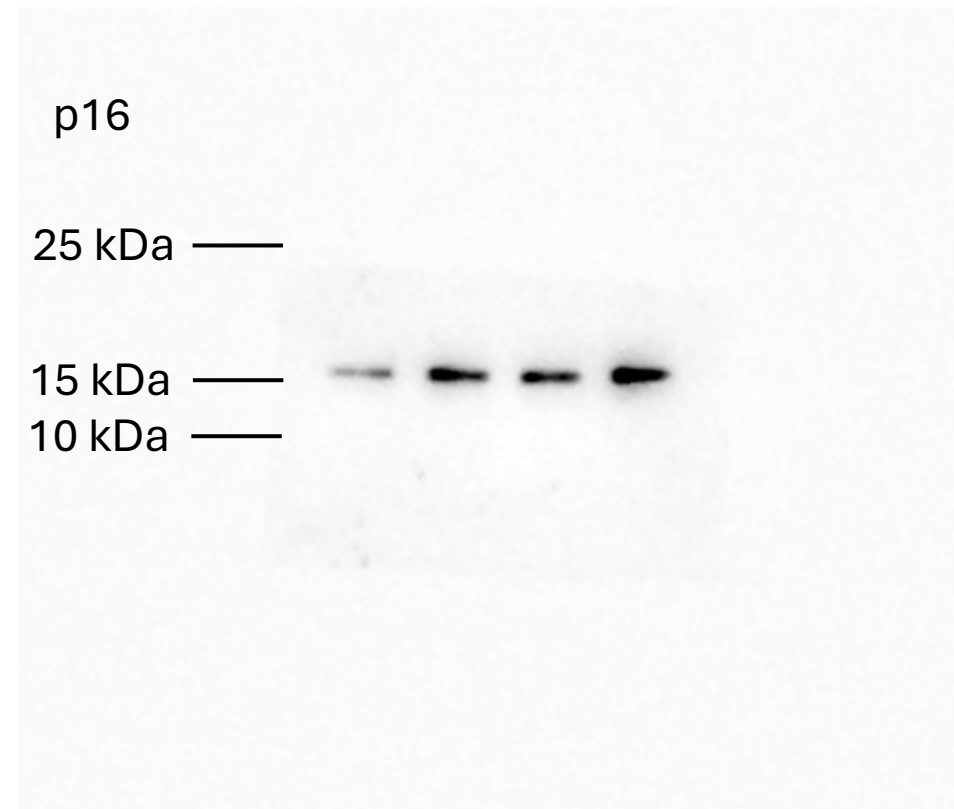

**Supplement:** Supplementary file 13 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

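RNA of the gastrocnemius muscle was measured by sequencing in 10 HK-treated and 10 untreated mice of 24 months, with 5 males and 5 females per group, in 2 sequencing experiments (batch 1 with 8 mice, batch 2 with 12). The treatment, sex, batch and replicate of each mouse were taken from the sample labels, and the age and the length of the treatment from the paper. The young mice were not analysed here.

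The authors aligned the reads with STAR in two-pass mode to GRCm38.p6, quantified genes with the GENCODE M25 annotation and deposited raw counts per gene for each mouse, which are whole numbers with no normalization, batch or sex correction. The counting tool, the use of strand and the treatment of reads that fit several genes are not given in the sources used here. The matrix lists 55401 genes, of which 30096 had a count in at least 1 mouse. Gene names, positions, GC content and exon lengths came from GENCODE M21, which is also built on GRCm38 but is an older release than the authors' M25: 55141 identifiers matched, and the 260 that did not hold 0.0013% of the counts. All identifiers of MOUSE_ADULT_UP (338) and MOUSE_ADULT_DN (109), read from Supplementary Table 2, were in the matrix.

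The total count per mouse was between 13900180 and 30469644. Counts of mice of the same group, sex and batch differed by more than sampling noise over all genes taken together. For how many genes the spread between mice outweighs the depth was not counted. Cdkn2a, with 78 counts over all mice and at most 16 in any, did not pass the filter and was tested only in fits with a lower filter or none.

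Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The comparison of HK-treated with untreated mice used edgeR's quasi-likelihood test with TMM normalization, the filterByExpr filter (13626 genes) and batch and sex as covariates, with Benjamini-Hochberg adjustment. Interactions of treatment with sex and with batch were tested in the same way over 13800 genes. Gene sets were tested with camera on the ranks of the signed square root of the quasi-likelihood F statistic, with a preset correlation between genes of 0.01. As in the paper's methods, the curated sets were tested among genes with a mean normalized count of at least 50. SAUL_SEN_MAYO was replaced by a SASP list written from general knowledge. The other lists, of cell types, fibre types and muscle state, interferon response, circadian clock, immediate early genes, heat shock and genes of the mitochondrial genome, were likewise written from general knowledge. The list of lymphocyte genes had fewer than 2 genes past the filter and gave no test, which left 17. Normalized enrichment scores came from 10000 permutations of genes.

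Scores per mouse were means over a list of the batch- and sex-adjusted log2 CPM (prior count 2), each gene centred and divided by its SD. They were compared by two-sided permutation tests within sex and batch, with 100000 resamples over all mice and exact within a batch. Within batch 1 the smallest possible p of the exact permutation test is 0.0556, so no score could pass 0.05 there. Principal components were taken of the 2000 most variable genes after DESeq2's variance stabilization.

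The test was tried on simulated counts in which each changed gene had a doubling or a halving of its level. These counts had no batch or sex effects and no correlation between genes. Of 195 changed genes among the 13470 simulated genes that passed the filter, 89.7% were recovered, and 4.37% of the calls were false. How many smaller changes would be recovered was not tested. The choices of groups, covariates, tests, gene lists and alternatives were made before the data were examined, apart from TMM log2 CPM for the principal components and a filter of at least 5 counts in total, which were added after, and tests of the scores for a difference between batches or sexes, of slow muscle on MOUSE_ADULT_UP, of the outlying mice, of the slow fibre list without untreated male 3 and of the split of the clock genes, the fits reported for Cdkn2a, the CPM of immune genes within a batch or sex, the counts of mice beyond the untreated median in CPM and the error of the enrichment scores, which were not part of that design. The alternatives were DESeq2 size factors, no filter on low counts, DESeq2's Wald test, limma voom, no covariates, batch as the only covariate, a replicate block, each batch alone, each sex alone, each mouse left out in turn, and for gene sets parametric camera, an estimated correlation, fry, another background, mouse symbols in place of listed names, MOUSE_ADULT_UP genes with a log2 fold change above 2 only, and MOUSE_ADULT_UP without immune marker genes.

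The genes named are, by a rule set in advance, those the paper names for the muscle RNA and their relatives, 6 genes labelled in Fig. 2c,d, the 5 genes of MOUSE_ADULT_UP and the 3 of MOUSE_ADULT_DN and of the SASP list with the lowest p, the 2 genes with the lowest p in each direction over all genes, and Xist and Ddx3y. The result of 1 gene under this rule is not reported here. Per1 and Rtp1 fall outside this rule and are named because DESeq2's Wald test called them, after their values were seen. The values in Supplementary Table 2 had been seen when this rule was written. The cluster of genes drawn in Fig. 2c was not tested as a set, as its members are shown only in a picture.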

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

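The tests of slow muscle on MOUSE_ADULT_UP, of the outlying mice, of the clock genes and of the slow fibre list without untreated male 3 were chosen after the results were seen. The other tests were set before.

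Over all mice, 4 of 48 groups of 10 held a mouse whose gap to the nearest other mouse was large against the range of the group. Chance gives such a mouse in about 1 of 20 groups, so 4 of 48 is not clearly more than chance. In the slow fibre score, untreated male 3 stood at 3.20, with the other untreated mice between -0.879 and 0.821, a gap of 0.583 of the range. Slow muscle dissected with the gastrocnemius would lower the fast fibre score of this mouse, which was -0.501, while another untreated mouse reached -1.29. As fast fibre genes have a high baseline, a small share of slow muscle would hardly lower them, so slow muscle in the sample cannot be told apart from a difference of this mouse. A mislabelled sex is argued against by its 761 counts of Ddx3y and 2 of Xist. Without untreated male replicate 3, MOUSE_ADULT_UP stayed lower in HK-treated mice (camera p = 2.14e-04).

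In the neutrophil score, untreated female 3 stood at 2.00, with the other untreated mice between -0.462 and 0.756 (gap 0.505 of the range). Its erythroid score of 1.39 was the highest of the untreated mice, the next being 0.776. Blood left in this sample is a candidate explanation, tested on 1 mouse and found from the same data. Inflammation of the muscle in this mouse was not tested. The neutrophil score rests on 3 genes.

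In the adipocyte score, untreated female 2 stood at 1.51 and the other untreated mice between -0.684 and 0.333 (gap 0.537 of the range). Its total count of 22340107 lay within the 13994011 to 27083222 of the others, which argues against library size. Fat around the muscle and fat within it stay open, and neither was tested.

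In the satellite cell score, HK-treated male 3 stood at 0.740, with the other HK-treated mice between -0.492 and 0.147 (gap 0.481 of the range). The same mouse had the highest immediate early score of the HK-treated mice, 2.30 against at most 1.03. Untreated male 5, male 3 and female 2 had satellite cell scores of 0.696, 0.555 and 0.494. Their immediate early scores were -0.610, -0.932 and -0.477, so a high satellite cell score also occurred without a high immediate early score. Handling of the tissue at collection is a candidate explanation for HK-treated male 3 that these mice weaken. The number of satellite cells in HK-treated male 3 was not tested. Without HK-treated male replicate 3 the immune gene Cd14 changed sign, to a log2 fold change of -0.26.

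Of the 17 marker lists, which the paper does not report, 10 passed a Benjamini-Hochberg adjusted p of 0.05 in camera with the preset correlation. Lower in HK-treated mice were the lists of slow fibre genes (10 of 10 genes lower, p = 8.46e-07), fibroblasts and matrix (12 of 12, p = 3.19e-06), macrophages (13 of 13, p = 1.19e-04), endothelium (10 of 10, p = 6.27e-04) and regeneration (8 of 10, p = 0.0069). Higher were immediate early genes (10 of 11, p = 1.46e-05), erythroid genes (6 of 6, p = 0.00154), heat shock (10 of 12, p = 0.00915), the circadian clock (11 of 14, p = 0.0124) and fast fibres (8 of 10, p = 0.0229). Not past the threshold were denervation (p = 0.0638), keratinocytes (0.0965), interferon response (0.104), neutrophils (0.105), mitochondrial genes (0.122), satellite cells (0.136) and adipocytes (0.364). With the correlation between genes estimated from the mice, and in fry, 0 lists passed after adjustment. Of 100 splits of the mice within sex and batch, the real grouping included, 15 gave as many lists, so chance cannot be excluded. The slow fibre list owes much of its size to untreated male 3: without this mouse its median log2 fold change went from -0.67 to -0.24 (camera p = 1.75e-05) and the difference of its score from -0.723 to -0.587 (permutation p = 0.204). In the score per mouse, the lowest p was that of the circadian clock (0.0413, adjusted 0.309, difference 0.351, with 10 of 10 HK-treated mice above the untreated median), with -0.0945 in batch 1 (exact permutation test, p = 0.667) and 0.649 in batch 2 (exact permutation test, p = 0.015). A shift of tissue make-up and a response of the muscle to HK both stay open.

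MOUSE_ADULT_UP ranked lower in HK-treated mice with camera p = 8.25e-05, yet 11 of 100 splits of the mice within sex and batch, the real grouping included here and below, gave a p as low, and 45 gave a p under 0.05, so chance cannot be excluded. Splits with p this low show that the preset correlation understates how far these genes move together. For MOUSE_ADULT_DN, 50 of 100 splits gave a p as low as 0.0276, and for the SASP list 46 gave a p as low as 0.048. The 835 genes at an unadjusted p under 0.05 were reached by 23 of 100 splits. For the genes of the interaction of treatment with sex (483) the number was 61, and for treatment with batch (416) it was 60.

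For MOUSE_ADULT_UP the set stayed past 0.05, the limit set before, with library size as a covariate (camera p = 2.22e-05, median log2 fold change -0.15), with keratinocyte and adipocyte scores (1.95e-04, -0.12), with the slow fibre score (0.00239, -0.12) and with immediate early, heat shock and clock scores (0.0143, -0.08). Without a covariate the median was -0.14, so it hardly moved with the first 3, which argues against library size, skin or fat, and slow muscle as the whole cause. With the scores for tissue collection a part of the shift was lost. Without a covariate, 45 of 100 splits of the mice gave a p under 0.05. Staying past 0.05 therefore cannot decide whether tissue collection is the whole cause. The p-values with covariates rest on the preset correlation, and chance stays open as above. The median of -0.14 lay outside the -0.05 to -0.01 that held 95% of 10000 random lists matched on expression, GC content and exon length. With the macrophage score as a covariate, taken over the 9 macrophage genes that are not in the set, the set was no longer past 0.05 (p = 0.598, median log2 fold change -0.01). Without 7 immune marker genes the set, then of 271 genes, still ranked lower (camera p = 1.17e-04), so the shift is not carried by these genes alone. A lower content of macrophages in the HK-treated samples is a candidate explanation, and whether it came from HK, from sampling or from chance was not tested. With regeneration and denervation scores p was 0.087 (median -0.04). The regeneration list was itself lower (camera p = 0.0069), as fewer regenerating fibres would need, while the denervation list was not past 0.05 (0.0638). Across these lists, 12 entries are genes of MOUSE_ADULT_UP, which were left out of the scores. The lower regeneration list is therefore not independent support. Regenerating or denervated fibres stay open and cannot be told apart from the others. The shared untreated mice stay open too: 3 of 100 simulations of an unchanged group had a median as low under one model of the effects of age and 12 under the other. A negative median with a camera p as low as the observed one came from 30 and 14 of these simulations. A camera p under 0.05, with a shift in either direction, came from 76 and 45. For MOUSE_ADULT_DN, 47 of 100 simulations were as high as the observed median when the effects of age were those of the paper's table (sets of a median of 72 genes against 109), and 27 when they were spread over all genes (1856 genes, far from the real size). The simulated MOUSE_ADULT_DN sets were picked by another limit than the paper states. Whether selection on the shared untreated mice accounts for that set's shift therefore stays open.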

How the results depend on the processing

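All alternatives were set before the data were examined, except the filter of at least 5 counts in total and TMM log2 CPM for the principal components, which were chosen after seeing the data.

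The count of genes at an adjusted p under 0.05 was 0 in both directions under all alternatives except 3. DESeq2's Wald test called 4 higher and 2 lower: Arrdc3, Tob2, Per1 and Slc25a25 were higher and Snai3 and Rtp1 lower. Rtp1, with a mean of 0.155 counts, is near the floor. Without HK-treated female replicate 1 edgeR called 1 gene lower, Snai3, so leaving out a mouse gave 0 to 1. With no filter on low counts edgeR called 247 higher and 255 lower, and in the interactions 314 genes for treatment with sex and 225 for treatment with batch. These calls are a fault of the fit: the prior degrees of freedom became infinite over 30096 genes, so that for Slc25a25 a variance of 17.1 was replaced by 0.538. In 20 shuffles of the treatment labels the same setting made 173 to 870 calls, and on simulated data 50.3% of its calls were false, against 4.40% with the filter. With at least 5 counts in total there were 0 calls. The 21 cases in which a named gene passed the adjusted threshold under an alternative all come from the unfiltered fit, from DESeq2's Wald test or, for Snai3, from leaving out HK-treated female replicate 1.

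MOUSE_ADULT_UP kept its direction and stayed under p 0.05 in 34 of 38 alternatives, among them all that left out a mouse (1.53e-06 to 0.00502). It was not past the threshold in batch 1 alone (0.619), in females alone (0.245), with an estimated correlation (0.175) or in fry (0.202). The cause of the first 2 was not tested, and the last 2 allow for the correlation between genes.

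MOUSE_ADULT_DN lost the threshold in batch 2 alone (0.224), in males alone (0.362), with an estimated correlation (0.434), in fry (0.351) and among genes with a mean normalized count of at least 50 (0.115). The cause of the last was not tested. Leaving out a mouse gave 0.00157 to 0.363, and the call was lost without untreated male replicate 1 (0.155), untreated female replicate 3 (0.363), HK-treated male replicate 1 (0.124), HK-treated male replicate 5 (0.359), HK-treated female replicate 2 (0.112) or HK-treated female replicate 5 (0.148).

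The SASP list lost the threshold without covariates (0.0621), in batch 2 alone (0.202), in males alone (0.719), with an estimated correlation (0.289), in fry (0.388) and without the filter on the mean count (0.0735). Leaving out a mouse gave 0.00108 to 0.275, and 11 of the 20 mice each took the call away: untreated male replicate 1, untreated female replicates 2, 3 and 4, HK-treated male replicates 1, 4 and 5, and HK-treated female replicates 1, 3, 4 and 5. The causes were not tested. In the fit to males alone the score of the list was 0.00566 higher in HK-treated mice, although camera ranked the list lower there. Within males of the values adjusted over all mice, the difference was -0.0277.

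Loss of proteostasis came under the threshold in batch 1 alone (0.0209) and, with a mouse left out (0.00408 to 0.980), without untreated female replicate 3. Epigenetic changes came under it in batch 2 alone (0.0416), in males alone (0.0303), without the filter on the mean count (0.0192) and without any of 5 mice (0.0243 to 0.246 with a mouse left out): untreated male replicate 5, HK-treated male replicates 1 and 5, and HK-treated female replicates 2 and 5. The causes were not tested. The other 5 curated sets stayed above 0.05 in all 37 alternatives. Of the marker lists, 10 in the main setting became 2 in females alone and 0 with an estimated correlation or in fry.

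The scores per mouse of MOUSE_ADULT_UP (-0.262 to -0.037) and MOUSE_ADULT_DN (0.0663 to 0.235) kept their direction in all alternatives, and none passed p 0.05, which in batch 1 alone no result could (smallest possible exact permutation p = 0.0556). Within batch 1 of the values adjusted over all mice, however, the MOUSE_ADULT_UP difference was 0.0072, while the fit to batch 1 alone gave -0.037. The share of the first principal component between batches was 82.7% with TMM log2 CPM, 86.1% in males alone and 91.4% in females alone.

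Replicate numbers recur in both groups. Mice of the same sex and number deviated together by a correlation above 0.1 in 4 of 10 pairs (-0.425 to 0.174, median 0.0554). Values of numbers 1 and 2 of a sex are equal by construction, as batch 1 has 2 mice per group and sex. The numbers were therefore not taken to pair the mice. With a replicate block, camera p was 3.01e-04 for MOUSE_ADULT_UP, 0.0275 for MOUSE_ADULT_DN and 0.036 for the SASP list, and the block changed no call.

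Depth limits the low genes most. Genes under the filter, such as Cdkn2a with 78 counts in all, were tested only in the fits with a lower filter or none. For Cdkn2a the log2 fold change was -0.25 (standard error 0.58) with at least 5 counts in total and -0.41 (standard error 0.71) in DESeq2, so a halving lies within 2 standard errors.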

Differences from the paper's values

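For SAUL_SEN_MAYO the paper's camera p is 0.0231, and the SASP list used in its place gave 0.048, with 51 genes in both. The members of the lists can differ. Among the alternatives set before the data were examined, values within 1.5 times the paper's came from no filter (0.0193), limma voom (0.0259), batch as the only covariate (0.0345), batch 1 alone (0.0231) and leaving out untreated male replicate 2 (0.02), HK-treated male replicate 2 (0.019) or HK-treated female replicate 2 (0.0231). The filter of at least 5 counts in total, chosen after seeing the values, gave 0.0308. The others did not.

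The paper's adjusted p of Tob2 is 0.00466, and edgeR gave 0.358. DESeq2's Wald test also called Tob2, with an adjusted p of 0.0158, and the unfiltered fit called it with 9.94e-32, in a fit found faulty. No alternative came within 1.5 times the paper's value. The log2 fold change of 0.84 is the same in both.

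Of the normalized enrichment scores, 4 differ by the rule used here. The rule is an opposite sign, or a gap larger than the SD of the score over the fits with a mouse left out. It was chosen after the values were seen. These fits share nearly all mice, so their SD understates the error of a score. The 4 gaps are therefore not shown to exceed the spread between mice, and a gap is called closed below by the same rule only. For loss of proteostasis the paper gives 1.54, and 1.25 was found here. The difference closed without covariates (1.32), with batch as the only covariate (1.37), in batch 1 alone (1.57), in males alone (1.5) and without untreated female replicates 2 (1.45) or 3 (1.77) or HK-treated female replicates 3 (1.62) or 4 (1.34), and not under the other alternatives. For epigenetic changes the paper gives 1.53, and 1.30 was found here. It closed in batch 2 alone (1.55), in males alone (1.55) and with 12 of the 20 mice left out in turn (1.39 to 1.64). For telomere length the paper gives 0.66, and -0.667 was found here over 5 genes, although camera and fry pointed up as in the paper, with 4 of 5 genes higher. The sign of the enrichment score was the paper's and the difference closed with no filter (0.471), limma voom (0.592), batch 1 alone (0.590), males alone (0.876) and 6 of the 20 fits with a mouse left out (0.542 to 0.829). For genomic instability the paper gives 0.79, and -0.587 was found here, although camera and fry pointed up, with 17 of 24 genes higher. It closed with no filter (1.02), DESeq2's Wald test (0.603), limma voom (0.628), the replicate block (0.540), batch 1 (1.27) or batch 2 alone (0.504), males (0.907) or females alone (0.938) and 10 of the 20 fits with a mouse left out (0.520 to 0.861).

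The other values compared were close. In the paper's Supplementary Table 2, 67.5% of MOUSE_ADULT_UP is lower in HK-treated mice, and 66.5% was found here. The bars of Fig. 2b, read by eye, are about 40 and about 13 for -10 log10 of the adjusted p, against 37.8 and 15.6 here. Across genes, the log2 fold changes of HK-treated against untreated mice had the sign of the paper's table in 270 of 278 MOUSE_ADULT_UP genes (Pearson's r = 0.993 across genes, which are not independent replicates) and in 108 of 109 MOUSE_ADULT_DN genes (r = 0.9996).

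The paper states the same limit on the log2 fold change in either direction for its sets. In its Supplementary Table 2 the MOUSE_ADULT_DN genes have values from -0.59 to -0.50 in old against young mice, and 0 of the 109 are beyond -1, while all 338 MOUSE_ADULT_UP genes are beyond 1. The set was used as listed. In the paper's Supplementary Table 3, mitochondrial biogenesis is given as lower with a positive enrichment score of 0.79. Here its camera direction was also down, with an enrichment score of 0.594.

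The paper describes a strong decrease of the signature, and here the median log2 fold change of MOUSE_ADULT_UP was -0.14, with 185 of 278 genes lower and 0 genes past an adjusted p of 0.05 in edgeR. Among the paper's own values for HK-treated against untreated mice, 0 of the 338 genes pass 0.05 either (lowest adjusted p = 0.496, Wald test). The difference therefore lies in the paper's wording and not in these values.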

Other observations

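The test of the split of the clock genes, the Cdkn2a fit and the CPM counts of mice beyond the untreated median were chosen after the results were seen, and the tests of score differences between batches and sexes were not part of the design set in advance. The other values come from comparisons set before.

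The paper reports lower Cdkn1a RNA by RT-qPCR in muscle, with 5 untreated and 5 treated mice. Whether these are among the mice sequenced is not given. In the RNA-seq counts of the 20 mice, Cdkn1a was at 58.2 ± 27.4 CPM (SD, n = 10) in HK-treated and 53.9 ± 26.8 (SD, n = 10) in untreated mice, a log2 fold change of 0.12 (standard error 0.26, adjusted p = 0.954 in edgeR). Over the alternatives the log2 fold change of Cdkn1a lay between 0.00 and 0.27. Cdkn1b, which encodes p27, had a log2 fold change of 0.12 (standard error 0.08, adjusted p = 0.832 in edgeR). Cdkn2a, which encodes p16, had 78 counts in all 20 mice together and did not pass the filter. In the edgeR fit with at least 5 counts in total its log2 fold change was -0.25 (standard error 0.58, p = 0.675), too uncertain to tell a decrease from none.

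The 2 genes with the lowest p in each direction were Arrdc3 (ENSMUSG00000074794, log2 fold change 0.85, standard error 0.17) and Slc25a25 (ENSMUSG00000026819, 1.72, standard error 0.36) among the higher ones and Snai3 (ENSMUSG00000006587, -0.38, standard error 0.07) and Rab11fip5 (ENSMUSG00000051343, -0.33, standard error 0.08) among the lower ones, with edgeR adjusted p of 0.358, 0.358, 0.356 and 0.722. After adjustment for batch and sex, all 10 HK-treated mice lay on the same side of the untreated median for each. In unadjusted CPM this held for Arrdc3, Snai3 and Rab11fip5, while for Slc25a25 it was 7 of 10. DESeq2's Wald test called Arrdc3 (adjusted p = 0.00782), Slc25a25 (0.0164), Snai3 (0.0161) and the clock gene Per1 (0.0161).

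A hypothesis from Per1 and the clock list is that the time of day at tissue collection differed between the groups. The score of Per1, Per2, Per3, Nr1d1, Nr1d2, Dbp, Tef, Ciart and Bhlhe41 minus that of Arntl, Npas2 and Clock was 0.516 ± 1.66 (SD, n = 10) in HK-treated and -0.516 ± 1.07 (SD, n = 10) in untreated mice. The difference of 1.03 was within the spread between mice (permutation test within sex and batch, two-sided, p = 0.101), with 1.11 in batch 1 (exact permutation test, p = 0.167) and 0.977 in batch 2 (exact permutation test, p = 0.295). Time of day and an effect of HK on the clock cannot be told apart, as no collection time is used here and the difference is too uncertain.

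Differences of the treatment effect between batches or sexes were tested for 20 scores, 40 tests in all. At an unadjusted p under 0.05 were 3: treatment by batch for the circadian clock (0.743 more positive in batch 2, permutation p = 0.0127), denervation (-1.13, p = 0.0262) and adipocytes (1.41, p = 0.0398). The lowest Benjamini-Hochberg adjusted p was 0.509, so none passed the correction. For MOUSE_ADULT_UP the difference between batches of -0.274 had p = 0.246, so a shift in batch 2 and none in batch 1 is not shown to be a difference between the batches.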
